# Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity

**DOI:** 10.1038/s41586-026-10512-9

**Published:** 2026-05-20

**Authors:** Bruno Gegenhuber, Takuma Sonoda, Lisa Traunmüller, Christopher P. Davis, Shon A. Koren, Eric C. Griffith, Chinfei Chen, Michael E. Greenberg

**Keywords:** Molecular neuroscience, Astrocyte, Glial development, Epigenetics and plasticity, Visual system

## Abstract

Sensory experience refines neural circuits during critical periods of postnatal development^1–3^. Although neuronal activity is known to orchestrate the circuit wiring that underlies this process^4,5^, the environmental cues that restrain developmental plasticity as animals mature are less clear. Here we examine the experience-dependent maturation of the mouse primary visual cortex across postnatal development using paired single-cell transcriptomic and chromatin accessibility sequencing. In addition to identifying the activity-dependent gene programs that emerge within each cortical cell type, we find that light exposure drives astrocyte maturation through cell-type-specific recruitment of the glucocorticoid receptor (encoded by *Nr3c1*) to chromatin. Astrocyte glucocorticoid receptor signalling activates an extensive gene regulatory program that is partially conserved in human brain development and promotes maturation processes that may regulate critical period closure. Collectively, these findings reveal that astrocyte glucocorticoid receptor signalling restricts neuronal plasticity. Glucocorticoid regulation of astrocyte maturation may also contribute to the effects of early-life stress across the brain, and the disruption of this process may increase susceptibility to neuropsychiatric disease.

## Abstract (web summary)

Combined single-cell transcriptomic and chromatin accessibility sequencing analysis of mouse primary visual cortex across postnatal development reveals that the glucocorticoid receptor drives astrocyte maturation to limit neuronal plasticity.

## Main

Sensory experience shapes the development of neural circuits during early-life windows of heightened plasticity, known as critical periods. This process has been extensively studied in mammalian primary visual cortex (V1), where temporarily blocking vision in one eye in early life results in persistent loss of cortical responsiveness to the deprived eye^1^. Fast-spiking parvalbumin (PV)-expressing interneurons, which densely innervate the soma of excitatory pyramidal neurons, are known to gate the onset of critical periods by enabling competitive plasticity within cortical networks^4–6^, and several secreted^7,8^ and cell-intrinsic molecules^9,10^ that facilitate PV interneuron maturation have been identified. By contrast, the specific factors that restrain early-life plasticity remain poorly understood, although recent studies indicate an essential role for astrocytes^11,12^ and oligodendrocytes^13,14^ in critical period closure.

Aberrant critical period timing has been implicated in the aetiology of neurodevelopmental disorders, such as autism spectrum disorder^15^ and schizophrenia^16^, and thus the possibility of modifying adult plasticity holds tremendous potential for restoring brain function in these disorders. Here, by characterizing how experience regulates gene expression at cell-type resolution across V1 postnatal development, we identified a gene regulatory mechanism that promotes visual system maturation and may contribute to critical period closure.

## Atlas of experience-dependent V1 development

We performed simultaneous high-throughput assay for transposase-accessible chromatin (ATAC) and RNA expression with sequencing (SHARE-seq)^17^ of V1 of normal-reared (NR) and dark-reared (DR) mice at five ages, capturing key developmental milestones, including pre-eye opening (postnatal day 7 (P7)), eye opening (P14), ocular dominance critical period (P21–P28) and critical period closure (P35) (Fig. 1a and Extended Data Fig. 1a–d). De novo clustering of 70,907 cells revealed principal cortical cell classes and subtypes with matched correspondence of marker gene expression and gene body accessibility (Fig. 1b and Extended Data Fig. 1e–i). To identify responses to visual experience, we performed differential expression and accessibility analysis between NR and DR within each cell type and at each time point. Visual experience generated widespread changes in gene expression and chromatin state across cortical excitatory neuron types, particularly within layer 2/3 (L2/3) excitatory neurons, which require vision for cell fate specification^18^, as well as non-neuronal cell types, including astrocytes (Fig. 1c and Supplementary Tables 1–3). Further analysis revealed that the timing of these experience-dependent effects aligned to key stages in V1 development, with excitatory and inhibitory neurons responding most to visual deprivation at P21 and P35, ages that correspond to critical period onset and closure, respectively (Fig. 1c and Supplementary Table 2). By contrast, the glial response to visual deprivation peaked at P28 (Fig. 1c and Supplementary Table 2) and was driven largely by experience-dependent regulation of genes involved in cell-type-specific maturational processes that are important for circuit refinement, including myelination (*Myrf* and *Mobp*) in oligodendrocytes^13,14^ and surveillance (*Csf1r* and *Tgfb1*) in microglia^19^.

**Fig. 1:**
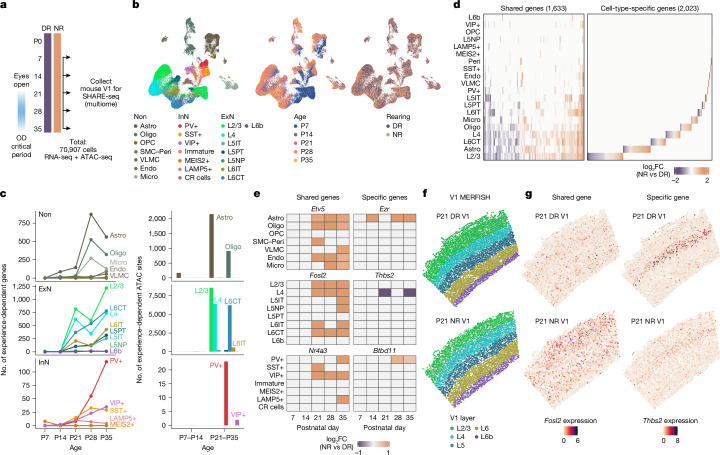
Molecular atlas of experience-dependent V1 development. **a**, Timeline for developmental mouse V1 SHARE-seq experiment. OD, ocular dominance. **b**, Uniform manifold approximation and projection (UMAP) visualization of V1 multiome snRNA-seq data, coloured by cell identity (left), age in postnatal days (middle) and rearing condition (right). Astro, astrocyte; CR cells, Cajal–Retzius cells; Endo, endothelial cell; ExN, excitatory neuron; InN, inhibitory neuron; L5IT, L5 intratelencephalic; L5NP, L5 near-projecting; L5PT, L5 pyramidal tract; L6CT, L6 corticothalamic; Micro, microglia; Oligo, oligodendrocyte; Non, non-neuronal cell types; OPC, oligodendrocyte progenitor cell; Peri, pericyte; SMC, smooth muscle cell; VLMC, vascular leptomeningeal cell. **c**, Left, number of experience-dependent genes per cell type and age, grouped by non-neuronal cell types (top), excitatory neuron cell types (middle) and inhibitory neuron cell types (bottom) (pseudobulk edgeR QLFTest, two-sided, adjusted *P* value (*P*_adj_) < 0.05). Right, number of experience-dependent chromatin regions per cell type and age window, grouped by non-neuronal cell types (top), excitatory neuron cell types (middle), and inhibitory neuron cell types (bottom) (pseudobulk edgeR QLFTest, two-sided, *P*_adj_ < 0.1). **d**, Heat map of log_2_(fold change (FC)) values of all shared (at least 2 cell types) and cell-type-specific experience-dependent genes detected in any cell type and age during postnatal development (pseudobulk edgeR QLFTest, two-sided, *P*_adj_ < 0.05). Positive fold change, NR bias; negative fold change, DR bias. **e**, Heat map of example shared and cell-type-specific experience-dependent genes. **f**, P21 MERFISH data, coloured by V1 layer identity. **g**, Number of transcripts per cell of *Fosl2* (left) and *Thbs2* (right) in V1 from P21 DR and NR mice.

To determine the extent to which light exposure-dependent gene expression differs across V1 cell types, we performed hierarchical clustering of differentially expressed genes across all time points and found that approximately 40% of gene changes occur within multiple cell types and include classic immediate early genes, such as *Fosl2*, *Egr1* and *Nr4a1*, whereas the remaining visual experience-dependent changes in gene expression occur within individual cell types (Fig. 1d,e and Extended Data Fig. 2a–c). These cell-type-specific, experience-dependent genes predominantly encode cell surface and secreted proteins that may coordinate cell-type-specific wiring of V1 circuitry, such as *Thbs2* in L4 neurons and *Btbd11* in PV interneurons (Fig. 1e and Extended Data Fig. 2a–c). To validate our results from the SHARE-seq dataset, we performed multiplexed error-robust fluorescence in situ hybridization (MERFISH) on V1 sections from NR and DR mice at P21 and P35, using a 500-gene panel enriched for the cell-type-specific, experience-responsive genes identified by SHARE-seq (Fig. 1f,g, Extended Data Fig. 3a–i and Supplementary Table 4). Comparison of the SHARE-seq and MERFISH modalities validated several experience-responsive genes, and using MERFISH, we found that many experience-responsive genes span the medial–lateral axis of V1, including monocular and binocular regions (Extended Data Figs. 3f–i and 4a–h). Further analyses across postnatal ages revealed several genes regulated by experience at P35 and not at P21 in excitatory neurons, including those coordinating synaptic wiring (*Cdh13*, *Nrxn3*, *Syt12* and *Vgf*) and stabilization (*Hap1*, *Iqgap2*, *Mpp3* and *Tspan13*) (Extended Data Fig. 4a–h).

To characterize the transcription factors that mediate experience-dependent gene expression across V1 development, we compared the genome-wide chromatin accessibility of all transcription factor motifs between NR and DR mice using chromVAR^20^ and found the consensus AP-1 (FOS–JUN) binding motif as the top experience-induced motif across nearly every cell type (Fig. 2a). In addition, we identified transcription factor motifs that increase accessibility with experience and are enriched within specific cell types (Extended Data Fig. 5a–g). This analysis revealed transcription factors that may mediate cell-type-specific, experience-responsive gene programs^21^, such as SPI1 (also known as PU.1) in microglia (Extended Data Fig. 5d), ESRRG in PV interneurons^10^ (Extended Data Fig. 5e), TBR1 in deep-layer excitatory neurons (Extended Data Fig. 5f) and MAF in somatostatin-expressing (SST) interneurons^22^ (Extended Data Fig. 5g). Collectively, these results demonstrate that early-life visual experience drives widespread, neuronal subtype-specific gene regulatory programs that are likely to coordinate V1 development.

**Fig. 2:**
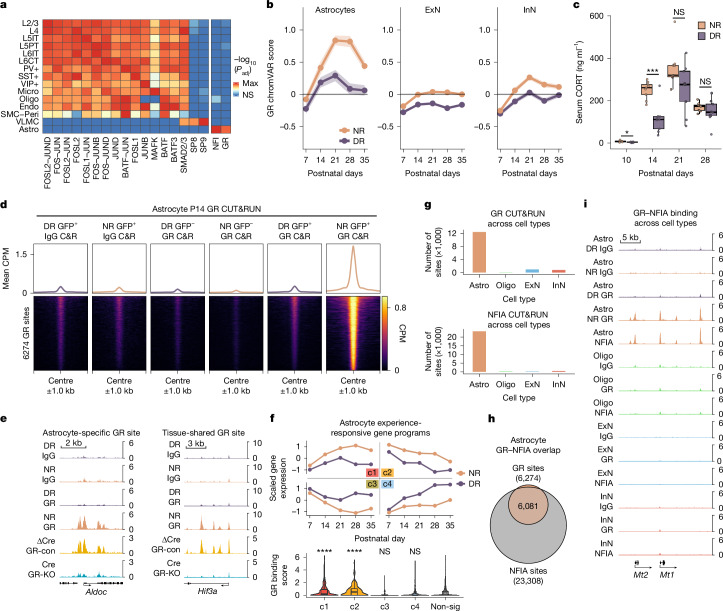
Experience-dependent genomic targets of GR in astrocytes. **a**, Heat map of −log10(*P*_adj_) values (row-scaled) for top experience-induced chromVAR transcription factor motif scores (using MAST, *P*_adj_ < 0.05). Max, maximum. **b**, GR chromVAR score (mean ± s.e.m.) in NR and DR astrocytes (left), excitatory neurons (middle) and inhibitory neurons (right). **c**, ELISA for CORT in serum from NR and DR mice. Two-sided *t*-test with Benjamini–Hochberg correction; *n* = 9 per condition. P10: *P*_adj_ = 0.04; P14: *P*_adj_ = 6.2 × 10^−4^. **d**, Line plots (top) and heat maps (bottom) of mean IgG and GR CUT&RUN (C&R) counts per million (CPM) ±1 kb around experience-dependent GR sites in GFP^−^ and GFP^+^ nuclei (DiffBind edgeR QLFTest, two-sided, *P*_adj_ < 0.01). *n* = 1 for GFP^+^ IgG, *n* = 2 for GFP^−^ GR, *n* = 3 for GFP^+^ GR. Colour scale indicates CPM. **e**, IgG and GR CUT&RUN signal at *Aldoc* (left) and *Hif3a* (right). GR-con, Astro-ΔCre AAV in *GR*^*fl/fl*^; GR-KO, Astro-Cre AAV in *GR*^*fl/fl*^. **f**, Top, scaled expression (mean ± s.e.m.) of astrocyte experience-dependent genes clustered using hierarchical clustering (edgeR QLFTest, two-sided, *P*_adj_ < 0.05). c1, 630 genes; c2, 236 genes; c3, 219 genes; c4, 170 genes. Bottom, GR binding enrichment score for c1, c2, c3 and c4 gene clusters and non-differentially expressed genes (non-sig). One-sided *t*-test comparison of scores for each cluster to scores for non-differential genes. c1: *P* = 1.3 × 10^−15^; c2: *P* = 3.1 × 10^−11^; c3: *P* = 1; c4: *P* = 0.98. **g**, P14 GR (top) or NFIA (bottom) sites in astrocytes, oligodendrocytes, excitatory neurons and inhibitory neurons (MACS2, *q* < 0.01). **h**, Overlap of astrocyte GR and NFIA sites. **i**, Astrocyte-specific GR and NFIA co-binding at the *Mt1*/*Mt2* locus. In all box plots, the centre line is the median, box boundaries delineate first and third quartiles and whiskers extends to 1.5× interquartile range from the box boundaries. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significant (*P* ≥ 0.05). Source data

## Light-dependent GR genomic recruitment in astrocytes

In contrast to all other cell types, the binding motifs for the glucocorticoid receptor (GR) and mineralocorticoid receptor, as well as nuclear factor I (NFI), emerged as the top visual experience-induced regulatory sites in astrocytes (Fig. 2a,b and Extended Data Fig. 5c,h–j). Consistent with the possibility that changes in chromatin state and gene expression in astrocytes are regulated by a mechanism that is distinct from that operating in neurons, we found that these responses to light exposure emerged earlier during postnatal development (Fig. 1c and Supplementary Tables 2 and 3).

In contrast to intermediate early gene transcription factors, which undergo rapid transcriptional induction in response to diverse stimuli^23^, GR is constitutively expressed but is retained in an inactive state in the cytoplasm until glucocorticoid binding drives its translocation to the nucleus^24^. We hypothesized that astrocytes, which ensheath parenchymal blood vessels^25^, might be uniquely poised to take up peripheral hormones such as glucocorticoids in response to light exposure. Previous studies have demonstrated that light increases circulating CORT in adult mice^26^ and cortisol in humans^27^, and that in mice, light-evoked CORT release requires activation of retinal ganglion neuron projections to the suprachiasmatic nucleus^26^. However, it was not known whether exposure to natural light around the time of eye opening (around P14) influences CORT levels.

We measured serum CORT levels in DR and NR mice on postnatal days 10, 14, 21 and 28 by enzyme-linked immunosorbent assay (ELISA) and found that CORT levels increase at the time of eye opening (P14) in NR mice, whereas DR attenuates this increase (Fig. 2c). By contrast, DR has minimal effects on the levels of other circulating glucocorticoids or thyroxine (T4) as measured by liquid chromatography–mass spectrometry (LC–MS) (Extended Data Fig. 6a–d and Supplementary Table 5). The influence of light on the levels of these hormones did not differ qualitatively between female and male mice (Extended Data Fig. 6e–m). Together, these results indicate that light exposure around eye opening enhances systemic CORT production, which could lead to GR activation in astrocytes.

To determine whether light promotes GR recruitment to astrocyte chromatin to regulate gene expression, we labelled V1 astrocytes at birth with an astrocyte-specific adeno-associated virus (AAV)^28^ expressing a nuclear membrane-targeting GFP (eGFP-KASH), reared the mice in DR or NR conditions, and isolated GFP-labelled nuclei at P14 to profile GR genomic binding by CUT&RUN, a low-input transcription factor profiling method that we validated in vitro (Extended Data Figs. 7a–e and  8a,b). With this approach, we detected 6,274 light-induced GR binding sites (Fig. 2d, Extended Data Fig. 8c–e and Supplementary Table 6), which included recruitment to canonical GR target genes, such as the metallothioneins *Mt1* and *Mt2*^29^, as well as loci specific to astrocytes that are not bound by GR in peripheral mouse tissues, such as *Aldoc* and *Cables1* (Fig. 2e and Extended Data Fig. 8f). Comparison of these light-induced GR binding sites to our V1 multiome dataset revealed preferential GR recruitment to light-induced genes and chromatin regions that are activated in astrocytes between P14 and P21 (Fig. 2f and Extended Data Fig. 9a–f), suggesting a direct role for GR in visual experience-dependent astrocytic gene regulation. To validate the specificity of GR binding to these sites, we delivered astrocyte-specific AAVs expressing either Cre (Cre-T2A-KASH-GFP (GR-KO)) or a catalytically-inactive ΔCre control (ΔCre-T2A-KASH-GFP (GR-con)) into V1 of neonatal floxed GR mice (*Nr3c1*^*fl/fl*^, hereafter *GR*^*fl/fl*^) and repeated GR CUT&RUN on GFP-labelled astrocyte nuclei at P14. We found that eliminating GR in astrocytes substantially attenuated the recruitment of GR to these sites, indicating that our CUT&RUN analysis identified bona fide GR binding within astrocyte DNA (Fig. 2e and Extended Data Figs. 8g–m and 9g,h).

Although most cortical cell types express GR mRNA and protein (Extended Data Fig. 10a,b), whether GR preferentially binds DNA within specific cell types in the brain is not known. To assess the extent of GR genomic recruitment in astrocytes relative to other V1 cell types, we profiled GR binding in the non-astrocyte, GFP-negative fraction, as well as in excitatory neurons, inhibitory neurons and oligodendrocytes that were isolated from three separate transgenic mouse lines in which these cell types were labelled with a nuclear membrane-localized GFP (Extended Data Fig. 10c). In each case, we detected a markedly reduced number of GR-bound loci compared to the number of sites identified in astrocytes (Fig. 2g and Extended Data Fig. 10d). Together, these findings indicate that light recruits GR to DNA predominantly in astrocytes relative to other cortical cell classes, although GR may still bind chromatin in sparse cell subtypes that were not detected in our analyses.

GR is known to interact with chromatin through binding modes that often involve tethering or cooperativity with other transcription factors^24^. Such interactions enable GR, which is ubiquitously expressed, to drive distinct transcriptional responses across different cell types^30^. To predict whether GR binds with other transcription factors in astrocytes, we performed transcription factor motif analysis of GR-bound loci and identified enrichment of the binding motifs for gliogenic transcription factors belonging to the NFI and LIM-homeobox (LHX) families as well as the canonical GR motif (Extended Data Fig. 10e–g). Prior work has identified a transcriptional complex composed of NFIA and LHX2 that controls the morphogenesis of cortical astrocytes^31^. To investigate whether GR binds chromatin near components of this complex, we profiled NFIA binding in astrocytes at P14 and identified extensive genomic co-localization of GR and NFIA (Fig. 2h,i, Extended Data Fig. 10h–l and Supplementary Table 7) that was largely absent from other cell types (Fig. 2g and Extended Data Fig. 10d). In addition, GR co-immunoprecipitates with NFIA and LHX2 expressed in HEK293T cells (Extended Data Fig. 11a–d and Supplementary Figs. 1 and 2). Collectively, these results support a model in which GR primarily binds astrocyte chromatin together with the lineage-defining transcription factor NFIA.

## GR regulates postnatal astrocyte maturation

In early postnatal life, astrocytes undergo a series of morphological, electrophysiological and metabolic adaptations that sustain the optimal functioning of adult neural circuits^32^. Although the initial gene regulatory cascades underlying embryonic gliogenesis have been identified^33,34^, the specific factors that control postnatal astrocyte maturation remain poorly defined^35^. Considering the timing of CORT production and the widespread co-binding of GR and NFIA to DNA—and noting the ubiquitous expression of GR in V1 astrocytes (Extended Data Fig. 8l,m)—we reasoned that GR activation might specify the terminal maturation of astrocytes. To begin to address this possibility, we explored whether GR regulates the elaboration of astrocyte processes, which occurs after eye opening^36^ and is a hallmark of a mature astrocyte identity^31^. We co-delivered astrocyte-specific AAVs expressing either Cre (GR-KO) or ΔCre (GR-con) along with a second astrocyte-specific AAV expressing a membrane-targeted V5 reporter^28^ into V1 of *GR*^*fl/fl*^ mice at birth, enabling subsequent 3D reconstruction of astrocyte membranes in the presence or absence of GR. We found that eliminating GR from astrocytes reduces the volume of astrocyte territories as well as the density of processes infiltrating the neuropil at P21 (Fig. 3a,b and Extended Data Fig. 12a), consistent with a role for GR signalling in the morphological maturation of astrocytes.

**Fig. 3:**
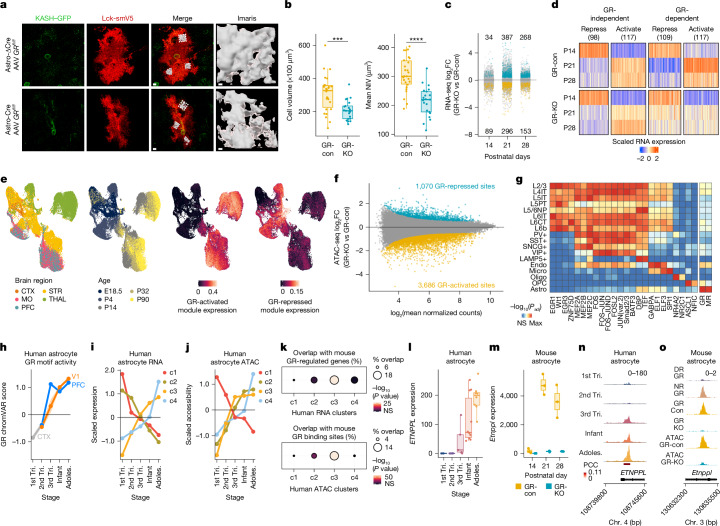
GR regulates astrocyte maturation. **a**, Representative immunofluorescent images of KASH–GFP, Lck-smV5 and merged channels for GR-con (Astro-ΔCre *GR*^*fl/fl*^) and GR-KO (Astro-Cre *GR*^*fl/fl*^) astrocytes. Right, Imaris reconstruction of outlined region. Scale bars: 5 µm (left), 1 µm (right). **b**, Astrocyte cell volume (left) and neuropil infiltration volume (NIV) (right) of GR-con (*n* = 26 cells, 3 mice) and GR-KO (*n* = 21 cells, 3 mice) astrocytes. Two-sided *t*-test. Cell volume: *P* = 3.5 × 10^−4^; NIV: *P* = 5.6 × 10^−7^. **c**, Number of differentially expressed genes between GR-con and GR-KO astrocytes (DESeq2 Wald test, two-sided, *P*_adj_ < 0.05). *n* = 3 replicates per condition. **d**, Heat map of average expression (column-scaled) of V1 astrocyte developmentally regulated genes (P21 GR-con versus P14 GR-con, DESeq2 Wald test, two-sided, *P*_adj_ < 0.05) grouped with hierarchical clustering. **e**, UMAPs of astrocytes from mouse cortex (CTX), motor cortex (MO), PFC, striatum (STR) and thalamus (THAL)^39^, coloured by (left to right): brain region; age; GR-activated gene module expression; and GR-repressed gene module expression. **f**, P21 astrocyte GR-dependent ATAC sites (DiffBind edgeR QLFTest, two-sided, *P*_adj_ < 0.05). **g**, Heat map of −log_10_(*P*_adj_) values (row-scaled) for top differentially accessible chromVAR transcription factor motif scores between human adolescence and first trimester cell types^42^ (MAST zlm likelihood ratio test, two-sided, *P*_adj_ < 0.05). **h**, GR chromVAR score (mean ± s.e.m.) in human whole cortex, PFC (blue) and V1 (orange) astrocytes across development. Adoles., adolescence; Tri., trimester. **i**,**j**, Scaled expression (**i**) or accessibility (**j**) (mean ± s.e.m.) of human astrocyte developmentally regulated genes (devRNA) or ATAC sites (devATAC), respectively, grouped by hierarchical clustering (pseudobulk DESeq2 Wald test, two-sided; RNA: *P*_adj_ < 0.01, ATAC: *P*_adj_ < 0.05). **k**, Top, per cent overlap between human devRNA clusters and mouse astrocyte GR-dependent genes. Bottom, per cent overlap between human devATAC clusters and mouse GR sites. One-sided Fisher’s exact test, coloured by −log_10_(*P* value). **l**, *ETNPPL* expression in human cortical astrocytes. 1st trimester *n* = 4 samples, 2nd trimester *n* = 11 samples, 3rd trimester *n* = 5 samples, infant *n* = 10 samples, adolescence *n* = 8 samples. **m**, *Etnppl* expression in mouse V1 GR-con and GR-KO astrocytes. *n* = 3 samples per condition. **n**, Human astrocyte ATAC signal at *ETNPPL*. Peak colour indicates Pearson’s correlation coefficient (PCC) between peak accessibility and gene expression. **o**, Mouse astrocyte GR binding and ATAC signal at conserved *Etnppl* site. Source data

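The mouse ATAC values at *Etnppl* come from 6 libraries of V1 astrocyte nuclei taken at P21, 3 GR-con and 3 GR-KO. For each library the authors deposited a list of ATAC peaks, with the summit of each peak, its fold enrichment over the local background of that library and the −log10 p of the summit. These per-peak values are the authors' own and are ranked here within each list. The site lies in an intron of *Etnppl* on chromosome 3 of mm10, from 130633879 to 130634279, with its centre 16631 bp downstream of the transcription start site (TSS). Every library had a peak there. In GR-con 1, 2 and 3 the peak was 965, 925 and 1016 bp wide and its −log10 p was 445, 521 and 306. In GR-KO 1, 2 and 3 the peak was 730, 903 and 788 bp wide and its −log10 p was 83.4, 99.96 and 77.0. Ranked by −log10 p among the peaks of its own list, the *Etnppl* peak stood at percentile 97.9 ± 1.56 (SD, n = 3) in GR-con and 81.1 ± 1.78 (SD, n = 3) in GR-KO libraries. Ranked by fold enrichment, it stood at percentile 89.6 ± 1.15 (SD, n = 3) in GR-con and 88.2 ± 1.45 (SD, n = 3) in GR-KO libraries, a difference within the spread between replicates. The fold itself was 15.7 ± 0.458 (SD, n = 3) in GR-con and 15.0 ± 0.731 (SD, n = 3) in GR-KO. It is a ratio over the local background, which was solved from fold and p after seeing the values. That background was 32.3 ± 7.63 (SD, n = 3) in GR-con and 5.84 ± 0.692 (SD, n = 3) in GR-KO. A similar fold therefore does not show that the signal at this site was unchanged. When sites across the genome were ranked in this way by −log10 p, the normal score of the matching site fell by 1.25 in GR-KO (standard error 0.175, adjusted p = 0.0466 from limma; 3.6e-57 to 0.898 over all alternatives, the lowest on summit coverage, chosen after seeing the values). Across sites ranked by fold, the ranking used for the main counts of sites, it fell by 0.0610 (standard error 0.0632, adjusted p = 0.724 from limma). With 3 libraries against 3, an exact permutation test of a single site cannot give a p under 0.1.

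**Figure D1:**
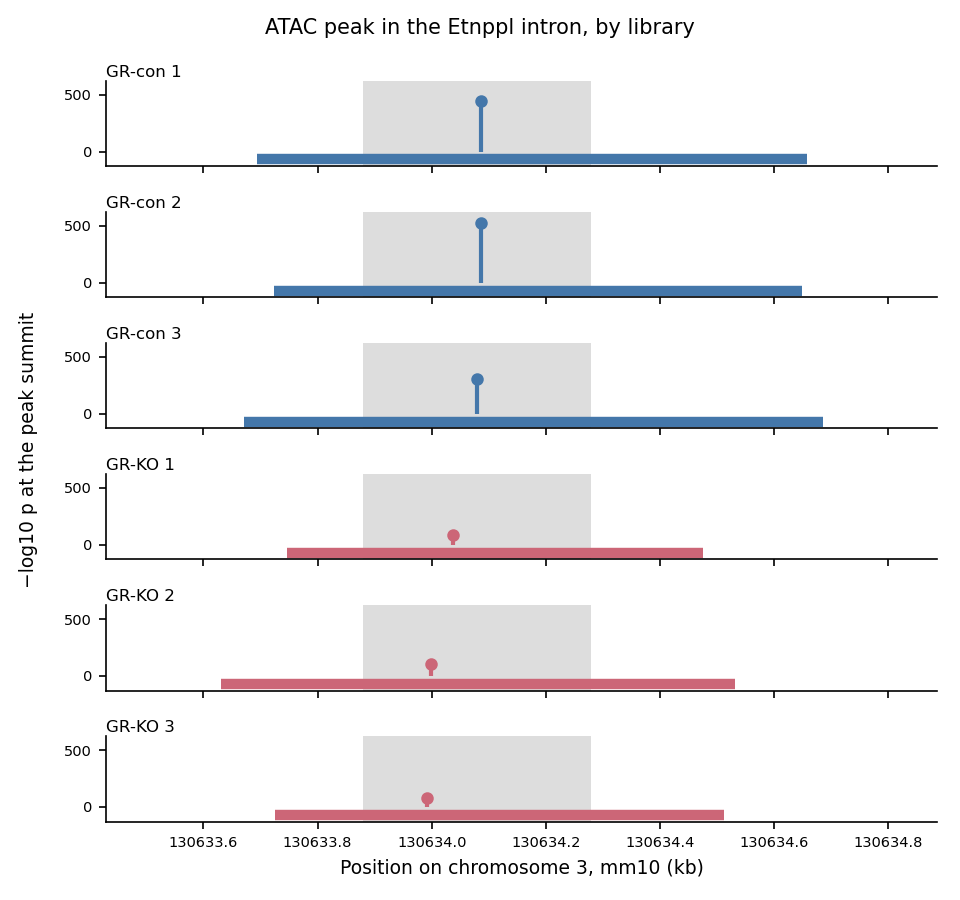
ATAC peak in the *Etnppl* intron in each library, by position on chromosome 3 of mm10 (x axis, kb). The horizontal bar spans the called peak, the point marks its summit at the height of its −log10 p (y axis), and the grey band is the site, 200 bp to each side of its centre. The GR-con summits reach 306 to 521 and the GR-KO summits 77.0 to 99.96.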

We next tested whether GR mediates the widespread gene expression changes that emerge in astrocytes across early postnatal life^35,37^. As described above, we generated GR-KO and GR-con V1 astrocytes through stereotactic delivery of Cre- or ΔCre-expressing AAVs into neonatal *GR*^*fl/fl*^ mice, raised mice in NR or DR conditions, and measured the gene expression profiles of astrocyte nuclei at P14, P21 and P28 in the presence or absence of GR (Extended Data Fig. 12b). This analysis identified hundreds of GR-regulated genes that increase or decrease expression across postnatal development following the postnatal rise in circulating CORT (Fig. 3c, Extended Data Fig. 12c and Supplementary Table 8), including classic markers of adult astrocytes, such as *Aldh1a1*, *Ezr* and *Fam107a*^31,35,38^, as well as *Gjb6*, which has previously been shown to specify astrocyte maturation^12^. Consistent with our multiome dataset, GR-KO also occluded the induction of a subset of light-dependent genes at P21 (Extended Data Fig. 12d–f), demonstrating GR contributes to the effects of light on astrocyte gene expression.

We used hierarchical clustering to quantify the extent to which GR regulates astrocyte maturation and detected two programs, comprising approximately 50% of all developmentally regulated genes, that require GR for either their induction or repression (Fig. 3d and Extended Data Fig. 12g). An additional comparison of the GR-regulated genes identified in V1 astrocytes to astrocyte maturation genes detected in other regions of the mouse brain^39^, including striatum, thalamus, prefrontal cortex (PFC) and motor cortex, revealed a high degree of overlap that was shared across female and male mice (Fig. 3e and Extended Data Fig. 12h–j), suggesting that GR signalling may coordinate astrocyte maturation throughout the brain.

Examining the relationship between astrocyte GR-regulated genes and the location of GR binding sites identified here, we noted that GR preferentially localizes near GR-activated genes (that is, those that are downregulated with GR-KO) rather than GR-repressed genes (those that are upregulated with GR-KO) (Extended Data Fig. 13a). This finding suggests that GR may regulate the expression of other transcription factors that mediate gene repression in astrocytes. 

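Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in astrocyte nuclei sorted from V1 at P21. The *GR* fl/fl mice had received an astrocyte-specific AAV encoding Cre (GR-KO) or the inactive ΔCre (GR-con). There were 3 libraries per condition, each from tissue pooled from several mice, and the number of mice pooled per library differs between the Methods and the reporting summary. The authors processed the reads with the ENCODE ATAC-seq pipeline (v2.2.0, peak p threshold 0.01) and deposited a list of peaks for each library, called on that library alone. The lists hold 185393, 184618 and 198929 peaks for GR-con 1, 2 and 3, and 179462, 183971 and 184056 peaks for GR-KO 1, 2 and 3. Of these, 91.7 to 94.6% had a q-value under 0.01. The lists carry no read counts and the sequencing depth is not used here, so DiffBind's edgeR test was not repeated. Instead, sites were made by extending peak summits by 200 bp to each side, and a site was kept when a peak covered more than 200 bp of it in 2 or more libraries, which gave 133271 consensus sites. Peaks of 200 bp or less, 14.8 to 16.2% of each list, can never count under this rule. In each library the sites were ranked by the fold of the strongest covering peak, with sites lacking a peak tied lowest, and the ranks were turned into normal scores. GR-KO and GR-con scores were compared with limma (two-sided, variance trend, Benjamini-Hochberg adjusted p under 0.05). Pearson's r of the scores lay between 0.838 and 0.853 for pairs of libraries within a condition and between 0.805 and 0.830 for pairs across conditions. The sites, and not the 6 libraries, are the unit of those correlations, so they are not evidence from independent replicates.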

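At 1751 of the 133271 consensus sites a peak was called in every GR-con library and in no GR-KO library, and at 685 in every GR-KO library and in no GR-con library. For the 18 other choices of 3 of the 6 libraries, the number of sites with a peak in those 3 alone was 351 to 631, with a median of 468. The GR-con count thus lay well above that range and the GR-KO count just above it. In the limma comparison of ranks, 449 sites were lower and 248 were higher in GR-KO, against 87 to 190 calls in all for the 9 other splits of the libraries into 3 and 3. Lower sites made up 64.4% of the calls. At 180 of the 449 and 76 of the 248, a peak of all 3 libraries of the other condition reached the site but covered too little to count. With the peak chosen by summit, an alternative chosen after seeing the data, 116 of the 449 and 68 of the 248 were also called. In simulated scores with the observed spreads of single sites, 20.8% of calls were false. The count of higher sites moved most with the choice of value. Summit coverage solved from each peak's fold and p, an alternative chosen after seeing the data, gave 2620 lower and 4680 higher sites when scaled by the median, 3927 and 1964 when scaled by background, and 2935 and 3241 when scaled by quantiles, so that lower sites made up 35.9%, 66.7% and 47.5% of the calls. With each library left out in turn, 318 to 460 sites were lower and 104 to 198 were higher. Higher sites numbered 137 without GR-con replicate 1, 149 without GR-con replicate 2, 104 without GR-KO replicate 2 and 152 without GR-KO replicate 3. At the deleted gene, *Nr3c1* (chromosome 18 of mm10, 39410545 to 39519421), a site in an intron from 39428181 to 39428581 held a peak with a fold of 17.4, 17.4 and 14.3 in GR-con 1, 2 and 3 and of 6.68, 4.73 and 6.36 in GR-KO 1, 2 and 3. Its nearest exon is 33 bp away, and the position of the floxed segment is not used here. The GR-KO 2 peak was 176 bp wide, too narrow to count. Every GR-con library ranked this site higher than every GR-KO library, with a score difference of −1.44 (standard error 0.365, adjusted p = 0.217 from limma), so it was not called over all sites.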

To understand how GR broadly affects chromatin state, and to identify potential transcriptional repressors that are regulated by GR signalling, we performed ATAC with sequencing (ATAC-seq) on GR-KO and GR-con astrocytes at P21 and identified regions of chromatin that either open or close in the absence of GR (Fig. 3f, Extended Data Fig. 13b and Supplementary Table 9). 

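The GR motif was sought as the 15-bp consensus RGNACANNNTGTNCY, on either strand and wholly within 100 bp of the site centre, in the mm10 sequence. It was present at 35 of the 449 sites ranked lower in GR-KO, or 7.80% (exact 95% interval 5.49 to 10.7%), and at 429 of the 132574 sites not called, or 0.324% (0.294 to 0.356%), an odds ratio of 26.0 (Fisher's exact test, two-sided, adjusted p = 1.2e-34). Among the 248 sites ranked higher in GR-KO it was present at 0, which allows a share of up to 1.48% by the same exact interval, and this did not differ from the sites not called (Fisher's exact test, p = 1). These tests run over sites, which are not independent replicates. At 180 of the 449 lower sites a peak of every GR-KO library reached the site but covered too little to count. The motif was at 2 of these 180 and at 33 of the other 269. The odds ratio depended on the libraries. It was 5.27 without GR-con replicate 1, with the motif at 6 of 352 lower sites, 8.86 without GR-con replicate 2, and 11.7, 9.69 and 10.8 without GR-KO replicate 1, 2 and 3, and only without GR-con replicate 3 did it stay as high, at 28.2. The highest unadjusted p among these fits was 0.0012 (Fisher's exact test). A stricter form of the motif gave 33.0 and a background matched on GC content and mean rank gave 22.2. Ranking by −log10 p gave 41.0, with the motif at 57 of 497 lower sites. The peak chosen by summit, an alternative chosen after seeing the data, gave 65.2, at 34 of 204. With the replicate number as a block, the motif was at 0 of 35 lower sites. The replicate numbers do not pair the libraries, since deviations of same-numbered libraries correlated at 0.0508, −0.0197 and 0.0303. The block thus left few calls without removing a shared effect. Of the 2080 6-mers, the over-represented one of smallest p at lower sites was AGAACA, at 31.4% of them against 16.9% of sites not called (adjusted p = 1.3e-10 from Fisher's exact test). GR-dependent sites near genes were counted within 200 kb of the TSS for genes named in the paper's text, 10 taken as GR-activated and 8 as GR-repressed. Its Supplementary Table 8 gives these 10 as lower and these 8 as higher in GR-KO at P21. The number of lower minus higher sites per gene was 0.100 ± 0.568 (SD, n = 10) for GR-activated and −0.125 ± 0.354 (SD, n = 8) for GR-repressed genes, a difference of 0.225 that the spread between genes does not exclude (exact permutation test, two-sided, p = 0.634). Of the GR-activated genes, *Zbtb16* had 2 lower sites and 1 higher site, *Etnppl* had 1 lower site and *Ezr* 1 higher site. Of the GR-repressed genes, *Adamts9* had 1 higher site, and no other gene of either class had a called site. With sites that had a peak in every library of a condition and in none of the other, the difference was 1.40 (exact permutation test, p = 0.0408). With the ranked calls it was −0.200 without GR-con replicate 1, and without GR-KO replicate 3 it was 0.

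**Figure D2:**
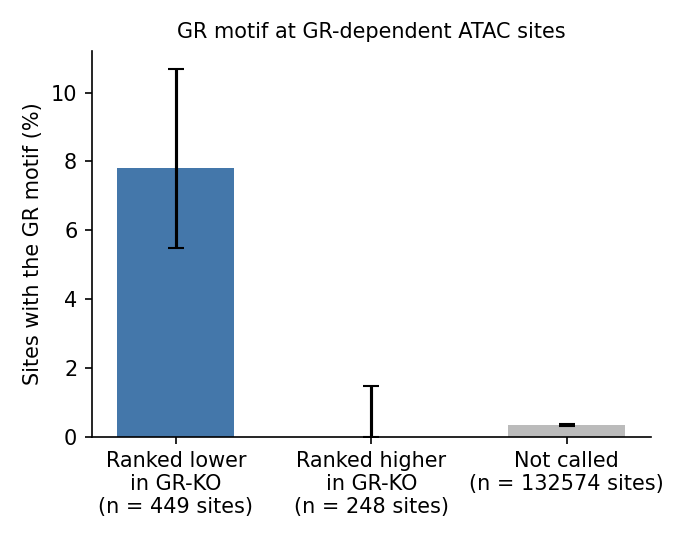
Share of sites with the GR motif within 100 bp of the centre (y axis, %), for sites ranked lower in GR-KO, ranked higher in GR-KO and not called (x axis, with the number of sites). Bars are shares and error bars exact 95% binomial intervals. The motif is at 7.80% of lower sites, at 0 of the higher sites and at 0.324% of sites not called.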

Consistent with our CUT&RUN and RNA sequencing (RNA-seq) data, GR-activated (that is, closed with GR-KO) sites primarily localized to GR-activated genes and contained the GR binding motif, whereas GR-repressed (opened with GR-KO) sites occurred near GR-repressed genes but lacked GR binding (Extended Data Fig. 13c–j). Instead, GR-repressed sites were enriched for DNA binding motifs for zinc-finger and BTB domain-containing (ZBTB) transcription factors (Extended Data Fig. 13i). 

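The paper's text does not name the ZBTB motifs found by HOMER, so 3 consensus sequences were fixed before the data were examined. None of the 3 is for ZBTB16, the repressor the paper names. At the 248 sites ranked higher in GR-KO, CATCTGGA (ZBTB18) was present at 2 sites, 0.806% against 0.949% of sites not called, TCTAGAAC (ZBTB12) at 1 site, 0.403% against 0.500%, and TCTCGCGAGA (ZBTB33) at 0 against 0.106% (Fisher's exact test, two-sided, adjusted p = 1 for each over 10 motifs). At higher sites none of the 3 was enriched under the alternatives in which motifs were tested, where the smallest unadjusted p was 0.140 (ZBTB18 without GR-con replicate 1, Fisher's exact test). At lower sites TCTAGAAC was at 4 of 449 (adjusted p = 0.692 from Fisher's exact test, up to 1 over its alternatives). It was enriched there among sites with a peak in every GR-con library and in no GR-KO library, at 24 of 1751 (odds ratio 2.83, adjusted p = 3.1e-05 from Fisher's exact test), and with the peak chosen by summit, an alternative chosen after seeing the data, at 9 of 204 (odds ratio 8.97, adjusted p = 4.8e-06). TCTAGAAC shares AGAAC with AGAACA, which begins the stricter GR motif and was itself over-represented at lower sites. Its enrichment there therefore cannot be assigned to ZBTB12. A search over all 2080 6-mers gave 41 that were over-represented at higher sites. The one of smallest p was ACTGTA, whose reverse complement is TACAGT, at 75 of 248 sites, or 30.2% (exact 95% interval 24.6 to 36.4%), against 7.35% of sites not called, an odds ratio of 5.47 (adjusted p = 2.9e-23 from Fisher's exact test). At sites ranked lower it was present at 27 of 449, or 6.01% (4.00 to 8.63%). With each library left out in turn the odds ratio lay between 2.37 and 5.56, and it was lowest without GR-KO replicate 1 (adjusted p = 0.040 from Fisher's exact test). It was 3.43 without GR-con replicate 3 and 3.45 without GR-KO replicate 2. The number of 6-mers called was less stable, falling to 2 against a background matched on GC content and mean rank and to between 1 and 4 with a library left out. No motif database was used here, so ACTGTA is not assigned to a factor, and a ZBTB factor is neither shown nor excluded for it. From its findings together, the paper proposes a model in which GR activates transcription directly and inhibits it indirectly, through repressors that it activates.

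**Figure D3:**
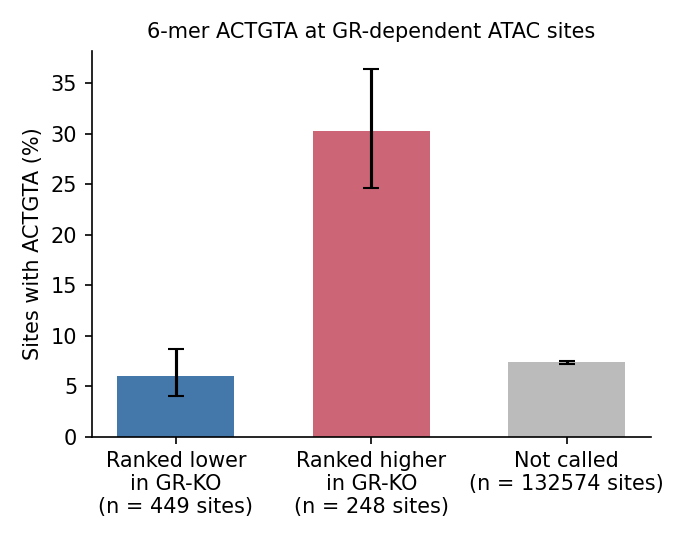
Share of sites with the 6-mer ACTGTA, on either strand, within 100 bp of the centre (y axis, %), for sites ranked lower in GR-KO, ranked higher in GR-KO and not called (x axis, with the number of sites). Bars are shares and error bars exact 95% binomial intervals. ACTGTA is at 30.2% of higher sites, 6.01% of lower sites and 7.35% of sites not called.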

Notably, the transcriptional repressor *Zbtb16* emerged as one of the most downregulated transcription factors upon GR elimination (Extended Data Fig. 13k,l), and it has been previously identified as a canonical GR target gene outside of astrocytes^40^. Together, these findings suggest a model in which GR directly activates transcription through DNA binding yet indirectly inhibits transcription by activating repressors that inactivate a set of genes in maturing astrocytes.

Human astrocytes mature progressively during late gestation and early postnatal life, although throughout this process, they acquire more extensive and complex morphologies than mouse astrocytes, which may support higher cognitive functions^37,41^. To assess whether the relationship between GR signalling and astrocyte maturation may extend to humans, we reanalysed a single-nucleus multiome dataset of the human neocortex across five developmental stages spanning gestation, infancy and adolescence^42^ (Extended Data Fig. 14a). As is the case for the developing postnatal mouse, we found that the transcription factor binding motifs that gain accessibility in V1 and PFC during human astrocyte maturation differed from those that gained accessibility in other cell types. In all human cortical neuronal subtypes and most non-neuronal cell types, binding motifs for activity-regulated transcription factors, including AP-1, MEF2 and EGR proteins, increased accessibility the most between the first trimester in utero and in adolescence, whereas in astrocytes, the binding motif for GR gained greater accessibility compared to other transcription factors in both female and male individuals (Fig. 3g and Extended Data Fig. 14b,c). Further analysis revealed a progressive opening of the GR motif that initiates during the third trimester in utero (Fig. 3h and Extended Data Fig. 14d,e), consistent with the proposed role of glucocorticoids in preparing the mammalian fetus for extrauterine life^43^.

To determine whether human astrocyte maturation is accompanied by the induction of GR-regulated genes and chromatin regions, we identified genes and chromatin regions that change expression or accessibility, respectively, across human astrocyte development and categorized them separately using hierarchical clustering. This analysis revealed a gene expression program that progressively increases across human development, peaks in adolescence, and includes many genes that are regulated by GR in mouse V1 astrocytes (Fig. 3i,k and Extended Data Fig. 14f–i). We also independently identified a group of chromatin regions that gain accessibility across development (Fig. 3j,k and Extended Data Fig. 14j–l) and contain conserved GR binding sites found in mouse V1 astrocytes, including putative enhancers for the mature astrocyte markers *ETNPPL* and *GJB6* (Fig. 3l–o and Extended Data Fig. 14m–r). Collectively, our findings indicate that GR regulates the maturation of mouse astrocytes and may likewise have an important role in the maturation of human astrocytes.

## Astrocyte GR promotes neural circuit maturation

To determine how astrocyte GR signalling might affect neighbouring cell types during V1 development, we conducted a Gene Ontology search of GR-dependent astrocyte maturation genes in mouse V1. This analysis revealed a significant number of GR-regulated genes in astrocytes that encode proteins involved in extracellular matrix (ECM) organization (Extended Data Fig. 15a,b). Specifically, GR disruption in astrocytes led to a bidirectional transcriptional re-programming of ECM proteins, a process that is known to occur during astrocyte maturation^32^, upregulating immature glycoprotein genes (*Tnc* and *Vcan*) and ECM-degrading metalloproteinase genes (*Adamts5*, *Adamts9*, *Adamts12*, *Adamts16*, *Mmp2* and *Mmp14*), and downregulating factors associated with a mature ECM (*Cntn1*, *Fbln1*, *Prom1* and *Scrg1*) (Extended Data Fig. 15c,d). These findings suggest that astrocyte GR signalling may control the timing of ECM formation during postnatal development.

Given the known role of the ECM in restraining cortical plasticity^44^, we next investigated the effect of astrocyte GR elimination on neural circuit maturation. We focused on the chondroitin sulfate proteoglycan (CSPG)-containing perineuronal nets (PNNs), which assemble on PV interneurons across postnatal development and function as a structural brake on ocular dominance plasticity (ODP)^45^. Eliminating GR in astrocytes following birth reduced the density of PNNs on PV interneurons across V1 cortical layers at P35 (Fig. 4a,b and Extended Data Fig. 16a,b), with the largest decreases occurring in L4 and L5. GR knockout in astrocytes also reduced PV expression without affecting the number of PV interneurons (Extended Data Fig. 16c–e).

**Fig. 4:**
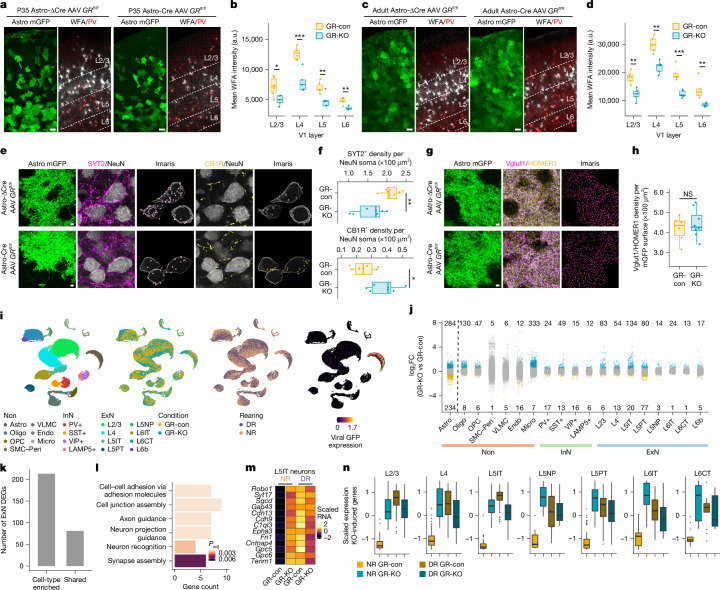
Astrocyte GR signalling promotes cortical maturation. **a**–**d**, Representative immunofluorescent images of astrocyte mGFP, and *Wisteria floribunda* lectin (WFA) and PV in P35 (**a**) and adult (**c**) Astro-ΔCre AAV *GR*^*fl/fl*^ (GR-con) (left) and Astro-Cre AAV *GR*^*fl/fl*^ (GR-KO) (right) mice, and mean WFA intensity on PV somas in P35 (**b**) and adult (**d**) GR-con (P35: *n* = 6, adult *n* = 5) and GR-KO (P35: *n* = 5, adult: *n* = 5) mice. Two-sided *t*-test. P35 L2/3: *P* = 0.017; P35 L4: *P* = 3.5 × 10^−4^; P35 L5: *P* = 7.7 × 10^−3^; P35 L6: *P* = 1.8 × 10^−3^; adult L2/3: *P* = 2.2 × 10^−3^; adult L4: *P* = 1.1 × 10^−3^; adult L5: *P* = 4.9 × 10^−4^; adult L6: *P* = 8.8 × 10^−3^. Scale bars, 50 µm. a.u., arbitrary units. **e**, Representative immunofluorescent images of L5 astrocytes in P35 GR-con (top) and GR-KO (bottom) mice. Left to right: mGFP; SYT2 and NeuN; SYT2 and NeuN Imaris reconstruction; CB1R and NeuN; and CB1R and NeuN Imaris reconstruction. Scale bars, 3 µm. **f**, Median densities of SYT2 (top) and CB1R (bottom) puncta on L5 NeuN somas in P35 GR-con (*n* = 6) and GR-KO (*n* = 7) mice. Two-sided *t*-test; SYT2: *P* = 8.5 × 10^−3^; CB1R: *P* = 0.01. **g**, Representative immunofluorescent images of astrocyte mGFP (left), Vglut1 and HOMER1 (middle) and Vglut1 and HOMER1 Imaris reconstruction (right) in P35 GR-con (top) and GR-KO (bottom) mice. Scale bars, 3 µm. **h**, Median densities of Vglut1^+^HOMER1^+^ puncta on mGFP surface in P35 GR-con (*n* = 6) and GR-KO (*n* = 8) mice. Two-sided *t*-test. **i**, UMAPs of P21 V1 astrocyte snRNA-seq (*n* = 2 mice per condition) coloured by (left to right): cell identity; astrocyte GR status; rearing condition; and GFP expression. **j**, Astrocyte GR-dependent genes across cell types (pseudobulk edgeR, likelihood ratio test, two-sided, *P*_adj_ < 0.05). **k**, Number of differentially expressed genes (DEGs) in excitatory neuron types following GR knockout in astrocytes, grouped as cell-type-specific or shared (at least two cell types). **l**, Top Gene Ontology terms (enrichGO hypergeometric test, one-sided, *P*_adj_ < 0.05) enriched among astrocyte GR-KO-induced genes shared across excitatory neurons. **m**, Row-scaled expression of axonal wiring genes in L5IT neurons across conditions (*n* = 2 per condition). **n**, Scaled mean expression of NR astrocyte GR-induced genes (pseudobulk edgeR, likelihood ratio test, two-sided, *P*_adj_ < 0.05) across NR GR-con, NR GR-KO, DR GR-con and DR GR-KO conditions by excitatory neuron type. Number of genes: L2/3: *n* = 83, L4: *n* = 54, L5IT: *n* = 134, L5NP: *n* = 14, L5PT: *n* = 80, L6IT: *n* = 24, L6CT: *n* = 13. Source data

We further investigated whether CORT itself regulates PNN development, and found that systemic CORT delivery around eye opening (P14) increased the density of PNNs in DR mice at P21 and P28, partially restoring levels to those observed in NR mice (Extended Data Fig. 16f–j). Because CORT levels cycle daily throughout adulthood, we further speculated that astrocyte GR signalling might be required to maintain PNNs in the mature brain. To test this idea, we deleted GR in adult V1 astrocytes and measured PNN density three weeks after AAV delivery. We found that levels of PNNs and aggrecan, a PV interneuron-specific CSPG that is required for PNN assembly^46^, are reduced in the absence of astrocyte GR (Fig. 4c,d and Extended Data Fig. 16k–o). Collectively, these findings indicate that astrocyte GR signalling contributes to the formation and maintenance of a mature ECM.

In addition to regulating ECM maturation, astrocytes instruct synapse formation and connectivity during brain development^36,47^. To determine whether astrocyte GR signalling regulates inhibitory or excitatory synapse number, we used immunofluorescent staining with antibodies to markers of presynaptic terminals derived from two major sources of cortical perisomatic inhibition—PV interneurons and cholecystokinin (CCK)-expressing interneurons^9,48^—and also stained with antibodies that recognize presynaptic and postsynaptic markers of excitatory synapses. We found that eliminating GR in astrocytes led to opposing effects on the density of PV and CCK perisomatic synapses formed onto neighbouring L5 neurons. Astrocyte GR disruption resulted in a decrease in PV synapse number (SYT2^+^ puncta) and an increase in CCK synapse number (CB1R^+^ puncta) onto L5 neurons (Fig. 4e,f) but had no effect on the density of intracortical excitatory synapses within the neuropil (Fig. 4g,h) at P35. The effect on PV synapse number preceded the increase in CCK synapse number, emerging at P21, when both CCK and excitatory synapse numbers were unaffected (Extended Data Fig. 17a–h). To further assess whether astrocyte GR regulates inhibitory currents specifically derived from PV neurons, we co-delivered astrocyte-specific Cre- or ΔCre-expressing AAVs containing a GFP reporter with a Flp-dependent red-shifted channelrhodopsin (ChrimsonR) into neonatal *PV*^*Flp/Flp*^*;GR*^*fl/fl*^ (*PV* is also known as *Pvalb*) mice and recorded PV-evoked inhibitory postsynaptic currents (IPSCs) onto neighbouring L5 pyramidal neurons at P35 within the astrocyte GFP-expressing region (Extended Data Fig. 17i). Consistent with prior work measuring the effects of PNN removal on synaptic physiology^49^, astrocyte GR elimination did not affect PV-evoked IPSCs (Extended Data Fig. 17j), PV-evoked paired-pulse ratio (Extended Data Fig. 17k), or the frequency or amplitude of miniature IPSCs or miniature excitatory postsynaptic currents (mEPSCs) onto pyramidal neurons (Extended Data Fig. 17l–o). Together, these findings suggest that astrocyte GR signalling regulates the balance of specific perisomatic inhibitory synaptic contacts during V1 development, although such presynaptic changes may be compensated by homeostatic strengthening at the postsynaptic membrane.

To further characterize the effects of astrocyte GR signalling on neural circuit maturation, we generated GR-KO and GR-con V1 astrocytes at birth by viral delivery of astrocyte-specific Cre or ΔCre-expressing AAVs into *GR*^*fl/fl*^ mice. We then raised mice under NR or DR conditions and isolated V1 nuclei at P21 for single-nucleus RNA-seq (snRNA-seq) (Fig. 4i and Extended Data Fig. 18a,b). Notably, analysis of AAV-derived *eGFP* expression across cortical cell types validated the astrocyte specificity of our AAVs (Fig. 4i), and comparison of GR-KO and GR-con astrocytes recapitulated many of the GR-dependent genes identified in our bulk astrocyte RNA-seq dataset (Extended Data Fig. 18c–e).

We next examined the effect of disrupting GR function in astrocytes on gene expression in other cortical cell types and detected hundreds of altered genes, primarily in excitatory neurons and other non-neuronal cell types (Fig. 4j and Supplementary Table 10), with the majority of genes being induced, rather than repressed, upon astrocyte GR disruption. Among the upregulated genes in neurons, we identified a core program involved in axonal sprouting that includes *Epha3*, *Gap43* and *Robo1* (Fig. 4k–m). This finding suggests that GR regulates genes in astrocytes that, in turn, signal to neurons to suppress axonal plasticity genes. This astrocyte-dependent suppression of neuronal gene expression might be critical for circuit maturation and the closure of critical periods, although additional functional evidence is needed to support this possibility. Consistent with this prediction, we find that a similar set of genes is upregulated in wild-type cortical excitatory neurons following DR (Fig. 4m,n), which has been shown to delay the physiological, transcriptional and structural maturation of V1^50–52^.

## Astrocyte GR restricts neuronal plasticity

It has previously been proposed that mature astrocytes close critical periods of heightened plasticity that occur early in postnatal development^11,12,53^. Depriving one eye of visual input for 3–4 days in early life increases the relative strength of responses from the non-deprived eye^1^, a process known as ODP. This same extent of deprivation does not elicit ODP in adult animals^54^. Given our finding that GR signalling promotes astrocyte maturation and the formation and maintenance of PNNs, we examined whether eliminating GR in V1 astrocytes of adult mice induces ODP. We delivered astrocyte-selective AAVs expressing Cre or ΔCre into V1 of P30-P40 *GR*^*fl/fl*^ mice. After allowing sufficient time for viral transduction, we recorded visual responses from the binocular zone of V1 (V1b) using multi-electrode arrays following NR or 3–4 days of monocular deprivation (MD) (Fig. 5a,b). Loss of GR in astrocytes enabled plasticity following MD (Fig. 5c,d), indicated by both increased responsiveness to the open eye and dampened responsiveness to the deprived eye (Extended Data Fig. 19a–d), without affecting visual responses under NR (Fig. 5c,d and Extended Data Fig. 19a–d). Together, these results demonstrate that eliminating astrocyte GR signalling in mature visual circuits is sufficient to re-engage ODP following short-term MD.

**Fig. 5:**
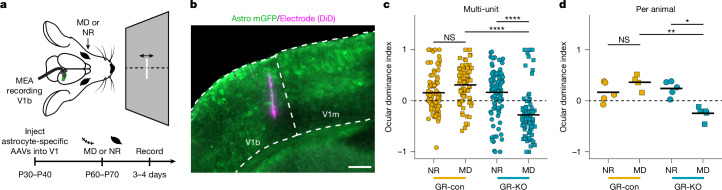
Astrocyte GR signalling restricts neuronal plasticity. **a**, Experimental strategy and timeline for ODP assay. MEA, microelectrode array. Adapted from BioRender; Gegenhuber, B. https://BioRender.com/245jg9r (2026). **b**, Representative immunofluorescent image of mGFP in V1 astrocytes and DiD-labelled electrode placement in an adult Astro-ΔCre AAV *GR*^*fl/fl*^ mouse. Scale bar, 200 µm. **c**,**d**, Ocular dominance index [(*R*_contra_ – *R*_ipsi_)/(*R*_contra_ + *R*_ipsi_)], where *R*_contra_ and *R*_ipsi_ indicate evoked visual responses (in Hz) for the contralateral and ipsilateral eyes, respectively, for individual multi-unit recordings (**c**) and averaged per mouse (**d**) in Astro-ΔCre AAV *GR*^*fl/fl*^ (GR-con) or Astro-Cre AAV *GR*^*fl/fl*^ (GR-KO) mice following NR or 3–4 days of MD (GR-con NR, *n* = 5 mice; GR-con MD, *n* = 4 mice; GR-KO NR, *n* = 5 mice; GR-KO MD, *n* = 5 mice). Kruskal–Wallis test with Dunn’s multiple comparisons correction; *P_adj_ < 0.05; **P_adj_ < 0.01; ***P_adj_ < 0.001; ****P_adj_ < 0.0001; multi-unit GR-con NR versus GR-con MD: *P*_adj_ = 0.0966; multi-unit GR-con MD versus GR-KO MD: *P*_adj_ ≤ 0.0001; multi-unit GR-KO NR versus GR-KO MD: *P*_adj_ ≤ 0.0001; animal GR-con NR versus GR-con MD *P*_adj_ ≥ 0.9999; animal GR-con MD versus GR-KO MD: *P*_adj_ = 0.0070; animal GR-KO NR versus GR-KO MD: *P*_adj_ = 0.0496. Source data

## Discussion

Neuronal circuits adapt to experience during critical periods in early life, thus facilitating learning, memory and behaviour. Although mature astrocytes have been shown to contribute to the closure of these critical periods across species^11,12,53^, the specific factors that drive astrocyte maturation to limit neuronal plasticity remain unclear. Here we identify GR as a master regulator of astrocyte maturation and developmental plasticity. We show that upon eye opening, which corresponds with the end of the canonical stress hormone hyporesponsive period in rodents^55^, GR binds chromatin predominantly in astrocytes, inducing an extensive program of gene expression and thereby triggering morphological changes that define a mature astrocyte. Selective disruption of GR in astrocytes induces a neotenic state characterized by diminished PNNs on neighbouring PV neurons, reactivation of the expression of axonal plasticity genes, and reopening of experience-dependent plasticity in mature animals. These findings support a broader model in which the adult brain retains a latent capacity for juvenile plasticity that may be reinstated upon removal of structural brakes enabled by astrocytic GR signalling^45^. Together with our finding of astrocyte GR-dependent gene regulation in other developing brain regions, our results raise the possibility that astrocyte GR signalling promotes neuronal circuit maturation throughout the brain.

Although neuron–astrocyte communication is a major line of research^31^, our results suggest that astrocyte reception of blood-borne factors also serves an essential role in brain development^25^. Light exposure is likely to alter the levels of other circulating hormones^56^, which may, in turn, act on astrocytes to influence brain function. Further work will be needed to understand how astrocytes integrate peripheral and local neuronal-derived signals to modulate neuronal networks and other glial populations. We note that although astrocytes largely lack gonadal hormone receptors, they express a number of other ligand-dependent nuclear receptors, including mineralocorticoid, thyroid, insulin and peroxisome proliferator-activated receptors, which may respond to changes in circulating ligands to regulate astrocyte signalling to other cell types in the brain.

Our observation that GR genomic recruitment occurs predominantly in astrocytes despite the expression of GR within most cortical cell types warrants revisiting long-standing assumptions on the genomic function of nuclear receptors in the brain. In this regard, we speculate that astrocytes may be the primary target for a number of peripheral hormones, and through ensheathing blood vessels, may buffer other cell types from exposure until the circulatory levels of such hormones reach a critical threshold. To that end, the approaches used here may be useful for characterizing astrocyte GR-driven effects on neuronal circuitry under a variety of internal states defined by heightened glucocorticoid levels, including fasting, sleep disturbance and stress.

Our finding that astrocyte GR signalling promotes cortical maturation raises the possibility that early-life stress, which increases CORT production^55,57^ and conveys enduring risk for neuropsychiatric diseases^58^, may disrupt critical periods of plasticity. In this regard, it will be important to examine whether early-life stress alters the closure of ODP by engaging astrocyte GR and, consequently, whether targeted genetic or pharmacological inhibition of this pathway occludes these effects. In support of this possibility, recent work has shown that early-life stress acts via astrocyte GR signalling to disrupt neuronal activity in the lateral hypothalamus^59^. Given that features of this pathway are conserved across human brain development, we anticipate that the outcomes of this research may be of therapeutic value, in addition to furthering our understanding of brain plasticity.

## Methods

### Animals

Animal care and surgical procedures were approved and overseen by the Harvard University Institutional Animal Care and Use Committee and the Harvard Center for Comparative Medicine or the Institutional Animal Care and Use Committee at Boston Children’s Hospital. The following mouse lines were used: C57BL/6 (Jackson Laboratory, 000664), *GR*^*fl/fl*^ (Jackson Laboratory, 021021), *Vglut1*^*cre*^ (Jackson Laboratory, 023527), *Vgat*^*cre*^ (Jackson Laboratory, 028862), *Olig2*^*cre*^ (Jackson Laboratory, 025567), *Sun1-GFP*^*fl/fl*^ (Jackson Laboratory, 021039), and *Pvalb*^*FlpO*^ (Jackson Laboratory, 022730). Mice were maintained in a reverse 12 h light:12 h dark cycle (22:00–10:00) in a temperature- and humidity-controlled environment and provided food and water ad libitum. For DR conditions, mice were maintained in chronic darkness until collection. To control for circadian rhythm and to prevent light stimulation of DR mice, mice were collected under red light between 10:00–12:00 (Zeitgeiber time 12–14 h) for all genomic, imaging, ELISA and LC–MS experiments. Male and female mice were randomly assigned to experimental groups and used in similar proportions. For the developmental genomic experiments, mice were collected between P7 and P35. Details of animal age and sex are indicated in each protocol section. For imaging experiments, mice were collected at P21, P28, P35 and 8–12-weeks of age (adult). For ELISA and LC–MS experiments, serum samples were collected at P10, P14, P21 and P28. For electrophysiology experiments, mice were patched between P33 and P35. For CORT treatment experiments, DR C57BL/6 mice received either 10 mg kg^−1^ CORT or corn oil (vehicle) at P14 via intraperitoneal injection under red light.

### Cell lines

NIH/3T3 cells (ATCC, CRL-1658) and HEK293T cells (ATCC, CRL-3216) were maintained in standard DMEM supplemented with 10% CCS, sodium pyruvate, MEM non-essential amino acids, and penicillin/streptomycin. Before GR CUT&RUN, 3T3 cells were grown in phenol-red-free DMEM containing 10% charcoal-stripped FBS for 48 h and then treated with 200 nM dexamethasone or vehicle (0.01% ethanol) for 2 h. Before Flag immunoprecipitations, HEK293T cells were grown in phenol-red-free DMEM containing 10% charcoal-stripped FBS for 24 h and then treated with 200 nM dexamethasone for 2 h.

### Serum collection

Mice were anaesthetized with 10 mg ml^−1^ ketamine and 1 mg ml^−1^ xylazine in PBS by intraperitoneal injection for terminal blood draws. Blood was collected from the left atrium of the heart with an insulin syringe. To isolate serum, blood was incubated for 30 min at room temperature and then centrifuged at 1,300*g* for 10 min at 4 °C. The supernatant (serum) was isolated and stored at −80 °C prior to corticosterone ELISA and LC–MS.

### Neonatal stereotactic surgery

P0–P1 wild-type, *GR*^*fl/fl*^ or *PV*^*Flp/Flp*^*;GR*^*fl/fl*^ mice were anaesthetized on ice and positioned within a neonatal adapter (Stoelting 51625) on a stereotaxic frame (Kopf) in which the temperature of the mouse was maintained around 4 °C using an ethanol bath containing dry ice. A small patch of skin above the V1 injection site (medial–lateral: ±1.8 mm; anterior–posterior: +0.5 mm from lambda; dorsal–ventral: −0.1 mm) was cut, and a small opening into the skull was drilled with a 30G needle. AAV (500 nl) was injected at approximately 200 nl/min, and the pipette was left in place for 5 min after infusion to allow for viral spreading. For genomic and electrophysiology assays required broad infection, mice were injected bilaterally, whereas for histology experiments, mice were injected unilaterally. Following injection, pups were recovered at 37 °C before being returned to their home cage.

### Adult stereotactic surgery

For the adult PNN staining and ODP experiments, *GR*^*fl/fl*^ mice were anaesthetized by isoflurane inhalation (3–5% induction, 1% maintenance) and positioned within a stereotaxic frame (Kopf). Animal temperature was maintained at 37 °C with a heat pad. Fur around the scalp area was removed with a shaver and sterilized with three alternating washes with betadine and 70% ethanol. A burr hole was drilled through the skull above V1 (medial–lateral: ±2.5 mm; anterior–posterior: −3.5 mm from bregma; dorsal–ventral: −0.5 mm and −0.25 mm). To broadly target superficial and deep cortical layers, 500 nl AAV was injected with a glass pipette at a depth of −0.5 mm (~200 nl/min), and an additional 500 nl was injected at a depth of −0.25 mm. After each injection, the pipette was left in place for 5 min to allow for viral spreading. All mice received postoperative analgesic (buprenorphine slow-release formulation, 1 mg kg^−1^).

### Viral vectors and titre

All AAVs used were prepared in the Boston Children’s Hospital Viral Core or ordered directly from Addgene. For genomic, postnatal and adult immunofluorescent staining, mIPSC/mEPSC recordings, and ODP experiments, viruses were densely injected into mice at 5 × 10^9^ genome copies (gc) per V1 hemisphere. For the astrocyte morphology reconstruction experiment, 2.5 × 10^9^ gc of eGFP-KASH virus was co-injected with 2.5 × 10^9^ gc of lck-smV5 virus per V1 hemisphere. For the PV-evoked inhibitory postsynaptic current electrophysiology experiment, 2.5 × 10^9^ gc of eGFP-CAAX virus was co-injected with 1 × 10^9^ gc of ChrimsonR-tdTomato virus per V1 hemisphere. The viral vectors and original titres are as follows: AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T (this paper, 1.27 × 10^14^ gc ml^−1^), AAV2/5-GfaABC1D-Cre-T2A-eGFP-KASH-4x6T (this paper, 1.24 × 10^14^ gc ml^−1^), AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-CAAX-4x6T-WPRE (this paper, 4.37 × 10^13^ gc ml^−1^), AAV2/5-GfaABC1D-Cre-T2A-eGFP-CAAX-4x6T-WPRE (this paper, 6.15 × 10^13^ gc ml^−1^), AAV2/5-GfaABC1D-lck-smV5-4x6T-WPRE (Addgene 196416, 9.26 × 10^13^ gc ml^−1^), and AAV2/8-CAG-FLPX-rc [ChrimsonR-tdTomato] (Addgene 130909, 2.3 × 10^13^ gc ml^−1^).

### SHARE-seq

SHARE-seq was performed on V1 tissue collected from P7, P14, P21, P28 and P35 C57BL/6 mice raised in DR or NR conditions (*n* = 4 mice per condition and time point). Mice were deeply anaesthetized with isoflurane, and V1 was dissected. The tissue was dounce homogenized in 1.5 ml of cold homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM tricine-KOH pH 7.8, 1× EDTA-free protease inhibitor cocktail (PIC) tablet (Sigma Aldrich 11873580001), 1 mM dithiothreitol (DTT), 0.15 mM spermine, 0.5 mM spermidine, 0.1 U μl^−1^ Enzymatics RNase inhibitor (Y9240L), 0.05 U μl^−1^ SUPERase inhibitor (AM2696)) with a tight pestle for 20 strokes. The sample was then supplemented with 0.3% IGEPAL CA-630 and further dounced 5 strokes with a tight pestle. Homogenate was filtered through a 40-μm strainer into a 15 ml conical tube, and 3.5 ml of homogenization buffer and 5 ml of 50% OptiPrep solution (50% OptiPrep (Sigma D1556), 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH pH 7.8, 1× PIC, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, 0.1 U μl^−1^ Enzymatics RNase inhibitor, 0.05 U μl^−1^ SUPERase inhibitor) were added. Tissue lysate was underlaid with 1 ml of 30% OptiPrep solution and 1 ml of 40% OptiPrep solutions. Samples were then centrifuged at 10,000*g* for 18 min at 4 °C in an ultracentrifuge. Following centrifugation, approximately 250 μl of nuclei were collected at the 30%/40% OptiPrep interface and diluted in NIB-RI buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630, 0.1 U μl^−1^ Enzymatics RNase inhibitor, 0.05 U μl^−1^ SUPERase inhibitor). The nuclei were then centrifuged at 500*g* for 10 min at 4 °C in a swinging-bucket centrifuge and subsequently resuspended in NIB-RI buffer containing 0.2% formaldehyde. Samples were incubated at room temperature for 5 min and then quenched on ice for 5 min with the addition of 125 mM glycine, 40 mM Tris pH 8, and 0.08% bovine serum albumin (BSA). Nuclei were then washed two times in NIB-RI buffer by centrifuging at 500*g* for 10 min at 4 °C and replacing the supernatant without disturbing the pellet. After the second wash, the supernatant was removed. Nuclei were flash-frozen in liquid nitrogen and then stored at −80 °C until all samples were collected.

SHARE-seq libraries were prepared following the original protocol^17,60^ on two batches of samples, with each batch consisting of 1 female and 1 male for each time point and condition (20 samples × 2 batches). In brief, approximately 25,000 starting nuclei were used as input for each sample. Nuclei were thawed and resuspended in NIB-RI prior to performing transposition with 6.25 μl of homemade Tn5 at 37 °C for 30 min. After one wash with NIB-RI, samples were then reverse transcribed with 25 U μl^−1^ Maxima H Minus Reverse Transcriptase. After reverse transcription, nuclei were distributed into two 96-well plates, with approximately 2,000–3,000 nuclei per well (9 wells per sample, 10 samples per plate), for 3 consecutive rounds of split-pool barcoding involving simultaneous hybridization of oligonucleotides to tagmented gDNA and cDNA, as previously described^17,60^. After the final barcoding round, the nuclei across all wells within each plate were pooled, washed two times with 1 ml of NIB-RI buffer, and resuspended in 80 μl of NIB-RI. Next, 320 μl of Ligation mix (1.25× T4 ligation buffer, 0.125% IGEPAL CA-630, 25 U μl^−1^ T4 ligase, 0.4 U μl^−1^ Enzymatics RNase inhibitor, 0.0625 U μl^−1^ SUPERase inhibitor) was added, and the samples were shaken at 300 rpm for 30 min at room temperature. Nuclei were diluted with 1 ml of NIB-RI and filtered through a 40-μm strainer into a new 1.5 ml tube. After a final centrifugation step, nuclei were resuspended in 100 μl NIB-RI and counted with a haemocytometer. Individual sub-libraries consisting of 3,000–10,000 nuclei per plate were prepared, and the samples were brought to a total volume of 50 μl with NIB-RI. Crosslinks were reversed with the addition of 50 μl of 2× RCB (100 mM Tris pH 8.0, 100 mM NaCl, 0.04% SDS), 2 μl of 20 mg ml^−1^ proteinase K, and 1 μl of SUPERase RI, followed by incubation at 55 °C for 1 h. At this stage, nuclear lysates were stored at −80 °C for several days before proceeding with the final ATAC and cDNA library preparation.

To each thawed lysate, 5 μl of 100 mM PMSF (Sigma P7626) was added, and samples were incubated at room temperature for 10 min. Pre-washed MyOne Streptavidin C1 Dynabeads (10 μl) were added to each sample, followed by 60 min incubation at room temperature on a rotator, to purify the biotinylated cDNA. ATAC and cDNA libraries were prepared from the supernatant and bead-bound fractions, as described previously^17,60^. In brief, ATAC libraries were prepared with NEBNext High-Fidelity 2× PCR Master Mix (NEB M0541L). After an initial five cycles of amplification, a 5 μl aliquot of each library was amplified in a separate qPCR reaction to determine the optimal number of PCR cycles to add (one-third of maximal SYBRgreen signal). After amplifying for additional cycles (7–8 added cycles per library), libraries were size-selected (0.5×–1.8×) with AMPure XP beads (Beckman Coulter A63880). cDNA libraries were prepared in 4 steps: template switching reverse transcription, cDNA amplification (5 PCR cycles), cDNA tagmentation, and final library amplification (7 PCR cycles). Amplified cDNA libraries were purified by 0.7× AMPure XP beads. SHARE-seq ATAC and cDNA libraries were pooled and sequenced to a depth of approximately 40,000–60,000 reads per cell on an Illumina NovaSeq 6000 using a 200-cycle kit with read configuration 50 bp × 50 bp × 99 bp × 8 bp (read 1 × read 2 × index 1 × index 2).

### MERFISH

To collect brains at P21 and P35 for MERFISH, C57BL/6 mice were deeply anaesthetized with isoflurane. Brains were collected and frozen in Optimal Cutting Temperature (OCT) compound using a dry ice ethanol bath and stored at −80 °C until sectioning. A single coronal section containing posterior V1 was collected for each sample at 10 μm thickness onto MERSCOPE slides (Vizgen 10500001). To minimize batch effects, 4 samples at each time point (1 NR female, 1 NR male, 1 DR female, 1 DR male) were mounted on the same slide. This was accomplished by micro-dissecting one brain hemisphere containing V1 per sample with fine forceps after mounting. Slides were then processed according to the MERSCOPE protocol (Vizgen 10400012), following manufacturer’s instructions. In brief, slides with tissue sections were fixed with 4% paraformaldehyde (PFA), washed 3 times in PBS, and then stored in 70% ethanol at 4 °C for 5–7 days to permeabilize the tissue. Ethanol was aspirated, and slides were washed once in Sample Prep Wash Buffer before incubating with Formamide Wash Buffer at 37 °C for 30 min. Slides were then incubated with the custom 500-Gene Panel Mix (Vizgen 10400006) for 48 h at 37 °C. Following probe hybridization, samples were washed with Formamide Wash Buffer for 30 min at 47 °C two times. After a brief wash in Sample Prep Wash Buffer, samples were embedded in a thin layer of polyacrylamide gel (Gel Embedding Solution) for 90 min at room temperature. Subsequently, slides were incubated in pre-warmed Clearing Premix solution for 24–48 h at 37 °C to clear the tissue, followed by 2 washes in Sample Prep Wash Buffer. DAPI and PolyT Staining Reagent was added, and samples were incubated for 15 min at room temperature on a rocker. Slides were washed once with Formamide Wash Buffer and once with Sample Prep Buffer before being loaded into the MERSCOPE instrument for imaging.

### Isolation of nuclei from mouse brain

The following protocol was used to isolate nuclei from early postnatal mice (P14–P28) prior to downstream CUT&RUN, ATAC-seq, bulk RNA-seq and snRNA-seq experiments. Mice were deeply anaesthetized with isoflurane. Sections of 1 mm spanning V1 were collected in an adult mouse brain matrix (Alto) on ice, and V1 was microdissected. For bulk RNA-seq and snRNA-seq experiments, tissue samples were immediately flash-frozen in a dry ice ethanol bath and stored at −80 °C prior to nuclei extraction, whereas tissue samples were processed the day of collection for CUT&RUN and ATAC-seq. After thawing or dissecting samples, V1 tissue was transferred to a 1.5 ml tube containing 350 μl of cold homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM tricine-KOH pH 7.8 supplemented with 1× PIC, 1 mM DTT, 0.15 mM spermine and 0.5 mM spermidine). For RNA experiments, 0.3 U μl^−1^ (bulk RNA-seq) or 1 U μl^−1^ (snRNA-seq) of Protector RNase inhibitor (Sigma) was added. The tissue was dounced in a 2 ml glass homogenizer (Sigma D8938) with a loose pestle for 20 strokes. Samples were supplemented with 0.3% IGEPAL CA-630 and further dounced for an additional 10 strokes with a tight pestle. Homogenate was filtered through a small 40-μm strainer (pluriSelect 43-10040-50) into a 1.5 ml tube before diluting 1:1 with homogenization buffer and adding DRAQ5 (Abcam ab108410) at a 1:500 dilution. For CUT&RUN experiments, samples were additionally supplemented with 4 mM EDTA. Nuclei were then sorted by GFP and/or DRAQ5 signal using the Sony SH800S Cell Sorter (purity mode) with a 100-μm sorting chip, and gating was performed in the Sony SH800S Cell Sorter Software. For CUT&RUN, 175,000 DRAQ5^+^GFP^+^ or DRAQ5^+^GFP^−^ events were collected into 1 ml of cold CUT&RUN Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.2% Tween-20, 0.5 mM spermidine, 0.1% BSA, 1× PIC). For ATAC-seq, 50,000 DRAQ5^+^GFP^+^ events were collected into 1 ml of cold ATAC-RSB (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_). For bulk RNA-seq, 80,000 DRAQ5^+^GFP^+^ events were collected into 350 μl of cold RLT buffer (Qiagen 74004) supplemented 1:100 with β-mercaptoethanol. For snRNA-seq, 50,000 DRAQ5^+^GFP^−^ events were collected into a 1.5 ml tube (precoated with 30% BSA) containing 300 μl of cold ATAC-RSB supplemented with 1 mM DTT, 1 U μl^−1^ Protector RNase inhibitor, and 1% BSA (Sigma A8577-10mL).

### CUT&RUN

To perform CUT&RUN^61^ on 3T3 cells, cells were washed twice with cold PBS and then scraped in NE1 lysis buffer (20 mM HEPES pH 7.9, 10 mM KCl, 0.1% Triton X-100, 3 mM MgCl_2_, 0.5 mM spermidine, 1× PIC, 10 mM sodium butyrate). Nuclei were rotated for 10 min at 4 °C and centrifuged at 500*g* for 10 min at 4 °C. The nuclei pellet was resuspended in 1 ml of CUT&RUN Wash Buffer. 50,000 or 250,000 nuclei were then bound to 20 μl of concanavalin A beads (Bangs Laboratories, BP531) for 30 min at 4 °C on a rotator. Samples were then incubated for 16–20 h on a tube nutator with primary antibody (GR: Invitrogen MA1-510 and PA1-511A, IgG: Cell Signaling Technology 2729S) diluted 1:100 in Antibody Buffer (CUT&RUN Wash Buffer containing 2 mM EDTA and 0.1% Triton X-100). After primary antibody incubations, samples were washed twice in Antibody Buffer and then resuspended in Triton wash buffer (CUT&RUN Wash Buffer containing 0.1% Triton X-100). Protein A-MNase (pA-MNase, prepared in-house) was added at a concentration of 700 ng ml^−1^, and samples were incubated at 4 °C for 1 h on a tube nutator. Two washes in Triton wash buffer were performed, after which the tubes were incubated in a metal block on ice for 5 min. pA-MNase digestion was initiated with the rapid addition of 2 mM CaCl_2_. After 60 min, pA-MNase digestion was halted by adding 2× stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.04% Triton X-100, 50 μg ml^−1^ RNase A, 50 μg ml^−1^ glycogen, 100 pg yeast spike-in DNA) at a 1:1 dilution. Digested fragments were then released at 37 °C for 10 min, followed by centrifugation at 16,000*g* for 5 min at 4 °C. Released DNA was treated with 0.1% SDS and 0.13 mg ml^−1^ proteinase K at 50 °C for 1 h with gentle shaking. DNA was then purified by phenol-chloroform extraction, using an established protocol^61^. CUT&RUN libraries were prepared with the SMARTer ThruPLEX DNA-seq Kit (Takara Bio R400676), with the following PCR conditions: 72 °C for 3 min, 85 °C for 2 min, 98 °C for 2 min, (98 °C for 20 s, 67 °C for 20 s, 72 °C for 30 s) × 4 cycles, (98 °C for 20 s, 72 °C for 15 s) × 8 cycles. All samples were purified with AMPure XP beads (0.5×–1.7×) and sequenced paired-end on an Illumina NextSeq 500 with a 75-cycle kit.

For astrocyte GR and IgG CUT&RUN experiments on DR and NR mice, each biological replicate consisted of P14 V1 tissue pooled from 3-5 C57BL/6 mice that were injected at P0–P1 with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T. For astrocyte GR and NFIA CUT&RUN experiments on GR-con and GR-KO mice, each biological replicate consisted of P14 V1 tissue pooled from 3-5 *GR*^*fl/fl*^ mice injected at P0–P1 with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-KASH-4x6T (GR-KO). For GR, NFIA, and IgG CUT&RUN experiments on excitatory neurons, inhibitory neurons, or oligodendrocytes, each biological replicate consisted of P14 V1 tissue pooled from 3–5 *Vglut1*^*cre/+*^*;Sun1-GFP*^*fl/+*^, *Vgat*^*cre/+*^*;Sun1-GFP*^*fl/+*^, *Olig2*^*cre/+*^*;Sun1-GFP*^*fl/+*^ mice, respectively. NFIA CUT&RUN was performed with Invitrogen PA5-52252 diluted 1:100 in Antibody Buffer. Following fluorescence-activated nuclei sorting (FANS) collection of nuclei into CUT&RUN Wash Buffer, nuclei were bound to concanavalin A beads, and all downstream CUT&RUN steps were performed, as described above.

### ATAC-seq

Each biological replicate consisted of P21 V1 tissue pooled from 3-4 *GR*^*fl/fl*^ mice that were injected at P0–P1 with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-KASH-4x6T (GR-KO). After sorting nuclei into ATAC-RSB, 0.1% Tween-20 was added, and the nuclei were centrifuged at 500*g* for 10 min at 4 °C. The nuclei pellet was directly resuspended in the transposition reaction mix, according to the OMNI-ATAC protocol^62^. A 1 μl volume of homemade Tn5 enzyme was used in the transposition reaction. Libraries were prepared with NEBNext High-Fidelity 2× PCR Master Mix (NEB M0541L), following the standard protocol. After an initial five cycles of amplification, another four cycles were added to achieve optimal library concentration, based on qPCR quantification. Libraries were then size-selected (0.5×–1.8×) twice with AMPure XP beads (Beckman Coulter A63880) and sequenced paired-end on an Illumina NextSeq 500 using a 75-cycle kit.

### Bulk RNA-seq

Each biological replicate consisted of flash-frozen V1 tissue pooled from 1 male and 1 female *GR*^*fl/fl*^ mice that were injected at P0–P1 with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-KASH-4x6T (GR-KO). After sorting nuclei into RLT buffer, RNA was extracted using the RNeasy Micro Kit (Qiagen 74004). RNA-seq libraries were prepared from 10 ng RNA per sample using the SMARTer Stranded Total RNA-Seq Kit v2 (Takara 634413), according to the manufacturer’s instructions. Libraries were sequenced paired-end on an Illumina NextSeq 500 using a 75-cycle kit.

### snRNA-seq

snRNA-seq was performed on V1 tissue collected from P21 *GR*^*fl/fl*^ mice injected at birth with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-CAAX-4x6T-WPRE (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-CAAX-4x6T-WPRE (GR-KO) and then reared in DR or NR conditions. V1 was flash-frozen and stored at −80 °C until *n* = 2 mice were collected per group, as described above. Nuclei were extracted and sorted into cold ATAC-RSB, as described above. After collection, nuclei were centrifuged two times at 200*g* for 2 min in a swinging-bucket centrifuge at 4 °C. The supernatant was then carefully aspirated from the surface of the liquid until approximately 40 μl remained. Nuclei were gently resuspended in the residual volume and immediately processed with the 10X Genomics Single Cell 3’ Gene Expression Kit v4 (PN-1000686), following the manufacturer’s instructions. The 8 libraries were pooled and sequenced on an Illumina NovaSeq X to a depth of approximately 40,000–90,000 reads per cell.

### Corticosterone ELISA

Total corticosterone concentration in 5 μl of mouse serum was measured with a commercial corticosterone ELISA kit (Arbor Assays K014-H1), following manufacturer’s instructions.

### LC–MS

Mouse serum samples were processed for LC–MS detection of aldosterone, corticosterone, cortisol, and thyroxine (T4) by the Harvard Center for Mass Spectrometry. In brief, 20 μl of mouse serum or hormone standards (a 15 point, 1/3 dilution series with 1 μM for the highest concentration of aldosterone, cortisol, corticosterone, and T4) were mixed with 100 μl of extraction solution (methanol containing internal standards cortisol-D4, corticosterone-D8, and T4-13C6 each at 0.15 nM, Cayman Chemicals). Samples were centrifuged at 18,000*g* at −11 °C to remove proteins. The supernatant was transferred to silanized glass microinserts and evaporated to dryness under nitrogen flow. Samples were then resuspended in 15 μl of 50% methanol solution in water. Samples (5 μl) were run on a Kinetex C18 column (150 × 2.1 mm, Phenomenex) at a column temperature of 35 °C. Mobile phase A was water with 0.1% formic acid, and mobile phase B was acetonitrile with 0.1% formic acid. The gradient was as follows: 5 min at 20% B, then 10 min at 100% B, followed by 5 min at 100% B. The column was then re-equilibrated to 20% B for 5 min. The data were acquired in positive mode on a Sciex 7500 Triple Quad Mass Spectrometer (AB Sciex). The source parameters were: gas 1: 60 psi, gas 2: 70 psi, curtain gas: 40 psi, CAD gas: 8, source temperature: 550 °C, capillary at 4,000 V. The transitions used are shown in Supplementary Table 5. Mouse serum hormone concentrations were calculated using the data from the standard curve.

### Immunoprecipitation of Flag-tagged GR and NFIA in HEK293T cells

Plasmids (pCIG with CAG promoter) containing the sequence for Flag-tagged GR or HA-tagged NLS–GFP, LHX2, or NFIA were co-delivered into HEK293T cells by CaCl_2_-BBS transfection (10 μg of each plasmid, 10 × 10^6^ cells). The same approach was used to co-deliver Flag-tagged NFIA with HA-tagged NLS–GFP or LHX2. After 24 h, the media was replaced with phenol-red-free DMEM containing charcoal-stripped FBS, as described above, and incubated for another 24 h. Cells were then treated with 200 nM dexamethasone for 2 h. Cells were washed twice with ice-cold PBS and then scraped in Nuclear Extraction (NE) Buffer (20 mM HEPES pH 7.9, 10 mM KCl, 3 mM MgCl_2_, 0.1% Triton X-100, 1× PIC, phosphatase inhibitors 2 and 3). Cells were pelleted by gentle centrifugation (500*g* for 10 min at 4 °C). Flag–GR samples were extracted with either benzonase (Sigma Aldrich E8263) or MNase (NEB M0247S), while Flag–NFIA samples were extracted with benzonase. For benzonase extraction, samples were resuspended in 1 ml of NE Buffer, 5 μl of benzonase was added, and samples were incubated for 30 min at 4 °C with rotation. NaCl was added to a concentration of 300 mM, and samples were mixed for an additional 30 min at 4 °C with rotation. Lysates were spun at 16,000*g* for 20 min at 4 °C, and the supernatant was transferred to a fresh tube. Samples were then diluted to 200 mM NaCl in NE Buffer. For MNase extraction, samples were resuspended in NE Buffer, and 1 mM CaCl2 and 24 μl of MNase were added. Samples were incubated at 37 °C for 20 min and then MNase stop buffer (40 mM EGTA, 20 mM EDTA, 3 M NaCl) was added at a 1:20 dilution. Lysates were spun at 16,000*g* for 20 min at 4 °C, and the supernatant was transferred to a fresh tube. For each sample, 5% of lysate was collected for the input fraction. Samples were pre-cleared with 50 μl of washed agarose resin (Sigma Aldrich A0919). Immunoprecipitations were then performed using 100 μl of anti-Flag magnetic agarose resin (Thermo Fisher A36798) for 2 h at 4 °C with rotation. Following immunoprecipitations, samples were washed 4 times (5 min at 4 °C for each wash) with NE Buffer containing 250 mM NaCl. After the final wash, samples were eluted with 3× Flag peptide (Sigma Aldrich F4799) diluted to 0.5 mg ml^−1^ in NE Buffer containing 250 mM NaCl for 30 min at RT at 1,000 rpm and then stored at −80 °C until immunoblotting.

### Immunoblotting

Input or immunoprecipitation fractions were resolved on NuPage 4–12% Bis-Tris gels (Thermo Fisher, NP0336BOX) and transferred to nitrocellulose membranes. Membranes were blocked for 1 h with SuperBlock (Thermo Fisher 37518) and incubated overnight with the following primary antibodies (1:1,000): Flag (Sigma Aldrich F1804) and HA (Cell Signaling Technology 3724). Following washing, membranes were incubated with secondary antibodies against rabbit IgG or mouse IgG conjugated to horseradish peroxidase (Cell Signaling Technology 7074S or 7076S, respectively) at a concentration of 1:5,000, labelled with SuperSignal Pico PLUS reagents (Thermo Fisher A45915), and imaged using a Bio-Rad Gel Doc System. Full scans of western blots are shown in Supplementary Figs. 1 and 2.

### Immunofluorescent staining

Male and female mice were used in equal proportions for histology experiments. Mice were anaesthetized by intraperitoneal injection of 10 mg ml^−1^ ketamine and 1 mg ml^−1^ xylazine. Upon anaesthetization, mice were transcardially perfused with 15–20 ml of cold PBS followed by 15–20 ml of 4% PFA diluted in PBS. Brains were incubated in 4% PFA at 4 °C for 16–20 h, followed by two washes in PBS. Brains were then sectioned at 50 μm or 100 μm (for astrocyte reconstruction experiment) thickness on a vibratome and stored in PBS at 4 °C for 48–72 h prior to staining. Sections were blocked in PBS containing 0.1% Triton X-100 and 10% normal donkey serum (NDS, Sigma D9663) for 1 h at room temperature. Staining in primary antibodies (dilutions listed below) or biotinylated WFA (Vector Laboratories B-1355-2, 1:1,000) was carried out in PBS containing 0.1% Triton X-100 and 0.5% NDS (PDT buffer) at room temperature for 16–20 h with shaking. For labelling astrocyte morphology in 100 μm-thick sections, primary antibody incubation was performed at 4 °C for 48 h. After labelling with primary antibody, sections were washed 3 times (10 min each) in PDT buffer. Secondary antibody labelling was performed with fluorophore-conjugated secondary antibodies (rabbit Dylight 405 (Jackson ImmunoResearch 711-475-152), chicken Alexa Fluor 488 (Jackson ImmunoResearch 703-545-155), rabbit Alexa Fluor 594 (Life Technologies A21207), mouse Alexa Fluor 594 (Jackson ImmunoResearch 715-585-150), guinea pig Alexa Fluor 647 (Jackson ImmunoResearch 706-605-148), goat Alexa Fluor 647 (Life Technologies A21447), mouse Alexa Fluor 647 (Life Technologies A31571)) diluted 1:300 or streptavidin Alexa Fluor 647 (Jackson ImmunoResearch 016-600-084) diluted 1:1,000 in PDT buffer for 2 h at room temperature. For experiments requiring nuclear labelling, DAPI was added at 1 μg ml^−1^ during secondary antibody incubation. Sections were again washed two times (10 min each) in PDT buffer, followed by an additional two washes with PBS containing 0.1% Triton X-100. Sections were then transferred to PBS and mounted with ProLong Diamond Antifade mountant (Invitrogen P36970) and imaged at 16-bit depth on a point scanning confocal microscope (Leica Stellaris 5). Primary antibodies were diluted in PDT buffer as follows: rabbit anti-GR (Cell Signaling Technology 12041S, 1:300), goat anti-SOX9 (R&D Systems AF3075, 1:300), chicken anti-GFP (Aves Labs GFP-1020, 1:1,000), rabbit anti-Acan (Sigma AB1031, 1:500), guinea pig anti-PV (Synaptic Systems 195-308, 1:1,000), rabbit anti-PV (Swant PV27a, 1:1,000), rabbit anti-HOMER1 (Synaptic Systems 160003, 1:500), guinea pig anti-Vglut1 (Sigma AB5905, 1:500), rabbit anti-NeuN (EMD Millipore ABN78, 1:500), mouse anti-SYT2 (ZIRC ZDB-ATB-081002-25, 1:500), and guinea pig anti-CB1R (Frontier Institute MSFR100630, 1:300).

For validating the astrocyte specificity of our viruses and assessing the degree of GR protein KO, one V1 was imaged with the 63× objective at 1,024 × 1,024 pixel resolution with 0.75× optical zoom (11 *z*-planes, 3 μm step size) and quantified per animal. For reconstructing astrocyte morphology, V1 astrocytes within 2–4 fields of view (FOVs) across 2–3 sections were imaged with the 63× objective at 2,048 × 2,048 pixel resolution with 0.75× optical zoom (80–140 *z*-planes, 0.5 μm step size). For P21, P28, P35 and adult PNN and PV staining, V1 was imaged in 2 coronal sections with the 63× objective at 1,024 × 1,024 pixel resolution with 0.75× optical zoom (12 *z*-planes, 2 μm step size) and quantified at the animal level. For adult V1 L5 Acan and PV staining, 3–5 FOVs in 2–3 coronal sections were imaged with the 63× objective at 1,024 × 1,024 pixel resolution with 0.75× optical zoom (37 *z*-planes, 1 μm step size) and quantified at the animal level. For V1 L5 Vglut1/HOMER1 staining experiments, 3–5 FOVs in 2–3 coronal sections were imaged with the 100× objective at 2,048 × 2,048 pixel resolution with 2.5× optical zoom (31 *z*-planes, 0.5 μm step size) and quantified at the animal level. For V1 L5 SYT2/CB1R staining experiments, 3–5 FOVs in 2–3 coronal sections were imaged with the 100× objective at 1,024 × 1,024 pixel resolution with 0.75× optical zoom (41 *z*-planes, 0.5 μm step size) and quantified at the animal level. For P28 SYT2 staining (Extended Data Fig. 17e,f), the same parameters were used, and 51 *z*-planes were collected.

### Electrophysiology

#### Acute slice preparation

Coronal cortical slices were prepared from P33-35 *GR*^*fl/fl*^ mice injected at birth with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-CAAX-4x6T-WPRE (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-CAAX-4x6T-WPRE (GR-KO) for the mIPSC/mEPSC recordings. Slices were also prepared from P33-35 *Pvalb*^*FlpO/FlpO*^*;GR*^*fl/fl*^ mice co-injected at birth with AAV2/8-CAG-FLPX-rc (ChrimsonR-tdTomato) and AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-CAAX-4x6T-WPRE (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-CAAX-4x6T-WPRE (GR-KO) to measure PV-evoked IPSCs. Mice were anaesthetized with isofluorane and transcardially perfused with ice-cold choline-based artificial cerebrospinal fluid (choline ACSF, in mM: 110 choline chloride, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 7 MgCl_2_, 0.5 CaCl_2_, 25 glucose, 11.6 sodium-l-ascorbate and 3.1 sodium pyruvate, 320–330 mOsm) equilibrated with 95% O_2_/5% CO_2_. After perfusion, the brain was rapidly dissected and blocked in ice-cold equilibrated choline ACSF. Tissue was then transferred to a cutting chamber containing ice-cold equilibrated choline ACSF and cut on a Leica VT1200S (300 µm thickness, 0.10 mm s^−1^, 1 mm amplitude). Slices were then collected in a holding chamber containing artificial cerebrospinal fluid (ACSF) (in mM: 127 NaCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 1 MgCl_2_, 2 CaCl_2_ and 10 glucose, 300–310 mOsm). Slices were recovered at 32 °C for 20 min and then maintained at room temperature (20–22 °C) for at least 20 min before the start of recordings. Experiments were performed within 6 h after cutting at room temperature.

#### Ex-vivo slice electrophysiology

For whole-cell voltage-clamp recordings of miniature excitatory and inhibitory currents, patch pipettes made with borosilicate glass with filament (Sutter BF150-86-7.5) and 2–5 MΩ resistance were filled with a Cs^+^-methanesulfonate internal solution consisting of (in mM): 127 CsMeSO3, 10 CsCl, 10 HEPES, 0.5 EGTA, 2 MgCl2, 0.16 CaCl2, 2 MgATP, 0.4 NaGTP, 14 sodium phosphocreatinine, and 2 QX314-Cl (pH 7.2, 295 mOsm). Recordings were made on an upright Olympus BX51 W1 microscope with an infrared CCD camera (Dage-MTI IR-1000) and 60× water immersion objective (Olympus Lumplan FI/IR 60 Å/0.90 NA). Neuronal tissue was visualized with infrared differential interference contrast. GFP-expressing astrocytes were identified by epifluorescence driven by a light-emitting diode (Excelitas XCite LED120). Layer 5 pyramidal neurons in close proximity to GFP signal were identified based on the depth from pia (450–590 µm) and their large somas and apical dendrites. For isolation of excitatory and inhibitory miniature currents, cells were clamped at −65mV and 0 mV, respectively in the presence of 0.5 µM TTX (Tocris 1069). For measuring PV-mediated evoked IPSCs, a CsCl-based internal solution consisting of (in mM): 135 CsCl, 3.3 QX314-Cl, 10 Hepes, 4 MgATP, 0.5 NaGTP, 8 sodium phosphocreatine, 1.1 EGTA and 0.1 CaCl_2_ (pH 7.2, 290 mOsm) was used, and cells were clamped at −70mV. NBQX (Tocris 1044, 10 µM) and (R)-CPP (Tocris 0247, 10 µM) were added to the ACSF perfusion to pharmacologically block AMPA and NMDA receptors, respectively.

#### Ex vivo slice electrophysiology data acquisition and analysis

Synaptic miniature excitatory or inhibitory currents were collected for three minutes in whole-cell voltage-clamp (36 sweeps of 5 s length). At the end of each sweep, a 200 ms long −5 pA current step was added to continuously measure series resistance, membrane resistance and capacitance. For photostimulation of ChR2-expressing boutons, orange-red light at 590 nm was delivered through the 60× objective lens using the light-emitting diode, controlled via TTL pulses synchronized with the electrophysiology acquisition system pCLAMP (10.6) Clampex module. A single light stimulation of 0.5 ms was delivered at increasing light intensities at the slice surface between 1–4 mW mm^−2^, as measured with a photodiode sensor for evoked recordings, and five pulses at 10 Hz were delivered for short-term plasticity experiments. Light intensity was chosen based on prior studies that elicited PV-evoked potentials^63,64^. Cells that needed more than −500 pA of current injection for clamping at desired mV, exceeded 30 mOhm of series resistance, or changed their series resistance by more than 30% before the start and end of the experiment were excluded. An Axon Multiclamp 700B (controlled by Multiclamp 700B commander) was used to perform voltage- and current-clamp experiments and low-pass filtering at 4 kHz. Data were sampled at 10 kHz with an Axon Digidata 1,440 A and controlled using the Clampex module of pCLAMP (10.6). Miniature events were analysed using template event detection in the Clampfit module of pCLAMP (10.6). Evoked responses were analysed using peak amplitude measurements. All measurements are displayed as mean ± s.e.m. Experiments and data analysis were performed blind to genotype. Statistical testing was performed in Prism 10 using the appropriate *t*-test based on normality distribution and equal standard deviation (unpaired *t*-test, Mann–Whitney test, Kolmogorov–Smirnov test) for mEPSC and mIPSC currents. Two-way analysis of variance (ANOVA) testing with Bonferroni correction was performed for PV-mediated evoked currents and short-term plasticity.

### Ocular dominance plasticity

#### Monocular deprivation

MD was performed while mice were under isoflurane anaesthesia (4% for induction and 2% for maintenance). The margins of the left eyelid were trimmed, and the lids were sutured closed (Ethicon 7-0 Perma-Hand Silk Sutures). Mice were monocularly deprived for 3–4 days prior to ocular dominance recordings.

#### In vivo extracellular recordings from primary visual cortex

Recordings were performed in anaesthetized mice using standard acute in vivo electrophysiological procedures^65,66^. Mice were anaesthetized with isoflurane (4% induction, 2% maintenance) and a ~1.5 mm diameter craniotomy was made centred 3 mm lateral to the lambda suture. Mice received 2.5 mg kg^−1^ dexamethasone subcutaneously to reduce oedema. Eyes were lubricated with silicone oil (Sigma) to prevent corneal drying. To stabilize anaesthesia during recordings, mice received chlorprothixene (5 mg kg^−1^, subcutaneous)^65^, and isoflurane was reduced to ~1% during data acquisition. Extracellular signals were recorded using multisite silicon probes (Cambridge Neurotech, ASSY-37-H7b). Data were acquired through a PZ5 digitizer and RZ5P processor using Synapse software (Tucker-Davis Technologies). Up to three probe penetrations were performed in each animal. Recordings were always performed in the right visual cortex—contralateral relative to the sutured eye. Electrodes were coated with DiD (Invitrogen) in the last penetration to enable post hoc visualization of the electrode track. Experimenters were blind to the AAV (Cre versus ΔCre) injected into V1.

#### Visual stimulation

Visual stimuli were presented on a 21 × 12 inch LED monitor with a refresh rate of 60 Hz and mean luminance of 20 lux. The monitor was centred on the binocular visual field, perpendicular to the antero-posterior axis of the mouse. Visual stimuli were generated using the Psychophysics toolbox^67^ in MATLAB (Mathworks). To confirm that receptive fields were in the binocular zone, contrast-modulated white noise movies were presented^65^. To measure evoked responses to visual stimuli, mice were presented with full-field drifting grating moving in 8 different directions with a spatial frequency of 0.02 cycles per degree and a temporal frequency of 2 cycles per second. A blank grey screen stimulus was presented to estimate spontaneous activity. Gratings were presented in pseudorandom order for 40 trials in total, alternating between the ipsilateral and contralateral eyes.

#### Analysis

Adequate AAV targeting of V1, as measured by viral GFP immunofluorescence, was confirmed for each animal post hoc as a criterion for inclusion in the ODP experiment. Spikes were extracted using an amplitude threshold set at 6× s.d. above baseline noise. Recording sites (multi-units) were included for analysis if they were located within the binocular zone, defined as positions within 25° in azimuth. Responses to drifting gratings were subtracted from responses to the blank stimulus to measure evoked firing. Responses to gratings moving in all directions were averaged to calculate the evoked firing rate of each contact site. Ocular dominance index was computed for each recording site as (*R*_contra_ – *R*_ipsi_)/(*R*_contra_ + *R*_ipsi_), where *R*_contra_ and *R*_ipsi_ are the evoked responses to the contralateral and ipsilateral eye, respectively. Ocular dominance index measurements are displayed per recording site (multi-unit) and averaged per animal. Statistical testing was performed in Prism 10 using the Kruskal–Wallis test with Dunn’s multiple comparisons correction or one-way ANOVA test with Tukey’s multiple comparisons correction.

### Bioinformatics and data analysis

#### Imaging data analysis

All image collection and analysis was performed by an investigator blinded to experimental conditions. For validating the astrocyte specificity of our viruses, assessing the degree of GR knockout, and quantifying the heterogeneity of GR expression in V1 astrocytes at P35 and P21 (Extended Data Fig. 8h–m), images were loaded into Fiji/ImageJ, and the proportion of GFP^+^ cells containing SOX9 (SOX9^+^GFP^+^) or GR (GR^+^GFP^+^) as well as the proportion of SOX9^+^ cells expressing GR (GR^+^SOX9^+^) were counted manually using the multi-point tool.

All other image analysis was performed in Imaris v10.2 (Oxford Instruments). To quantify the cell volume and NIV of GR-con and GR-KO astrocytes (Fig. 3a,b), the smV5 fluorescence signal was reconstructed using the surface tool. Individual astrocytes (examples shown in Extended Data Fig. 12a) were selected for quantification: (1) if the cell boundaries in 3D space could be identified; and (2) if the cell contained a GFP-labelled nuclear membrane, indicating co-transduction with AAV2/5-GfaABC1D-ΔCre-T2A-eGFP-KASH-4x6T (GR-con) or AAV2/5-GfaABC1D-Cre-T2A-eGFP-KASH-4x6T (GR-KO). NIV per astrocyte was calculated in Imaris, as previously described^36^. In brief, the astrocyte smV5 surface volume within three randomly selected 10 µm × 10 µm × 10 µm boxes (located within the neuropil) was quantified and averaged per cell.

To quantify PV neuron-bound Acan, the PV fluorescence signal was reconstructed using the surface tool. The mean Acan fluorescence intensity on PV neuron surfaces per FOV was calculated in Imaris and then averaged across all FOVs per animal (Extended Data Fig. 16n,o). To quantify PNN and PV intensity at P35 and in adults, the PV fluorescence signal was reconstructed using the surface tool, and PV neuron surface objects were manually annotated to cortical layers (L2/3, L4, L5 and L6) based on the DAPI channel. The mean WFA or PV fluorescence intensity on PV neuron surfaces for each cortical layer was then calculated in Imaris and averaged between two coronal sections per animal (Fig. 4a–d and Extended Data Fig. 16d,h,j,l).

To measure the effect of astrocyte GR knockout on SYT2^+^ or CB1R^+^ synapses on neuronal somas, the astrocyte mGFP fluorescence signal and NeuN fluorescence signal were reconstructed using the surface tool. NeuN surfaces overlapping astrocyte mGFP surfaces were then selected and duplicated into a new surface object. SYT2^+^ puncta (size = 1.3 μm) and CB1R^+^ puncta (size = 1.3 μm) were reconstructed using the spots tool. SYT2^+^ and CB1R^+^ spots within 0.9 μm of mGFP-contacting NeuN surfaces were identified using the Matlab extension ‘spots close to surface’. The density of SYT2^+^ or CB1R^+^ spots per NeuN surface volume (μm^3^) was then calculated for each NeuN surface per FOV, and the median density was computed across FOVs per animal (Fig. 4e,f and Extended Data Fig. 17a,b,e,f).

To measure the effect of astrocyte GR knockout on Vglut1^+^HOMER1^+^ synapses, the astrocyte mGFP fluorescence signal was reconstructed using the surface tool, and Vglut1^+^ (size = 0.6 μm) and HOMER1^+^ (size = 0.4 μm) puncta were reconstructed using the spots tool. Vglut1^+^ and HOMER1^+^ spots within 0.5 μm of the astrocyte mGFP surface were selected using the Matlab extension ‘spots close to surface’. Vglut1^+^ and HOMER1^+^ puncta within 0.5 μm of each other were then detected using the Matlab extension ‘co-localize spots’. The density of co-localized Vglut1^+^HOMER1^+^ spots per astrocyte mGFP surface volume (μm^3^) was then calculated per FOV, and the median density was computed across FOVs per animal (Fig. 4g,h and Extended Data Fig. 17c,d,g,h).

#### SHARE-seq data processing and analysis

SHARE-seq data were processed using the SHARE-seq-alignmentV2 pipeline (https://github.com/masai1116/SHARE-seq-alignmentV2), generating gene × nucleus matrices for the snRNA assay and fragment files for the single-nucleus ATAC assay. snRNA gene × nucleus matrices were loaded into Seurat^68^ (v5.3.0), and nuclei with fewer than 600 gene counts were removed. Scrublet^69^ was used to predict and remove doublets, and post-doublet removal, nuclei were further filtered on the basis of gene counts, retaining nuclei that have between 750 and 80,000 gene counts. Gene counts were normalized and log-transformed (NormalizeData), and the top 2,000 variable features were identified using FindVariableFeatures. Gene counts were scaled (ScaleData), regressing out the number of RNA counts, number of RNA genes, and percentage of mitochondrial gene counts per nucleus. Dimensionality reduction was performed with principal component analysis (runPCA), and a *k*-nearest-neighbours graph was constructed (FindNeighbors, npcs = 15). Nuclei were clustered to identify principal cell classes with the Louvain algorithm (FindClusters, resolution = 0.2) and visualized by UMAP (runUMAP, dims = 15). Nuclei were annotated to broad cell classes (astrocytes, endothelial cells, excitatory neurons, inhibitory neurons, microglia, oligodendrocytes, OPCs, SMC–Peri, VLMC) on the basis of known marker genes. Following this initial round of clustering, excitatory neurons (*Slc17a7*+ clusters) and inhibitory neurons (*Gad2*+ clusters) were subsetted and re-clustered to identify cell subtypes, using the same procedure described above (FindClusters, resolution = 0.3). After clustering, any nuclei cluster lacking significant marker genes (FindMarkers) were removed, resulting in the final processed dataset (70,907 cells). Single-nucleus ATAC fragment files were loaded into Signac^70^ (v1.14.0), and initial 5,000 bp × cell genome bin matrices were constructed using the GenomeBinMatrix function. Chromatin assay objects were then created using the CreateChromatinAssay function, and these objects were subsequently filtered to keep cell barcodes present in the snRNA assay. Peaks were called on the dataset using MACS2 (CallPeaks). Gene accessibility score (shown in Extended Data Fig. 1e,h,i), calculated as the ATAC signal over the gene body ± 2,000 bp, was quantified with the GeneActivity function.

Pseudobulk differential expression analysis between NR and DR conditions for each cell type and developmental time point was performed using edgeR glmQLFTest (*P*_adj_ < 0.05). Differentially expressed genes were separated into cell type-shared (differential in ≥2 cell types) or cell-type-specific (differential in 1 cell type), and shared genes were then hierarchically clustered by log2(fold change) value using the ward.D2 algorithm in pheatmap for visualization in Fig. 1d. To identify astrocyte experience-responsive genes (Fig. 2f, Extended Data Fig. 9a–c) for comparison to GR binding sites, genes differentially expressed between NR and DR (edgeR *P*_adj_ < 0.05) astrocytes at any time point were grouped and hierarchically clustered using the average algorithm in pheatmap with cutree = 4. Pseudobulk differential accessibility analysis was performed between NR and DR conditions for each cell type and developmental time point using edgeR glmQLFTest (*P*_adj_ < 0.1), after pooling early (P7–P14) and late (P21–P35) time points to increase cell depth.

To identify transcription factors influenced by visual experience (Fig. 2a), ATAC peaks were annotated for the presence of transcription factor binding motifs (JASPAR 2020 database) using the AddMotifs function. ChromVAR^20^ was then used to calculate the background-corrected, genome-wide chromatin accessibility score of all transcription factor binding motifs in individual nuclei. Experience-regulated transcription factor chromVAR scores for each cell type at P21 were then identified using MAST^71^ within the FindMarkers function. The top 2 unique differentially accessible transcription factor binding motifs (by *P*_adj_ value) between NR and DR for each cell type are shown in a heat map in Fig. 2a, in which each row is scaled to the maximal within-row −log10(*P*_adj_) value. To predict cell identity transcription factors from SHARE-seq data (Extended Data Fig. 5a), as done previously^17^, the Pearson correlation coefficient between transcription factor chromVAR score and transcription factor expression was calculated at the cell type level for all JASPAR2020 transcription factors with matched motif and gene names. Transcription factors with a correlation coefficient >0.3 and maximal transcription factor RNA FC >1 between cell types were highlighted in red in Extended Data Fig. 5a (top candidate transcription factors for each cell type shown in Extended Data Fig. 5b). To identify experience-responsive, cell type-enriched transcription factor binding motifs (Extended Data Fig. 5c–g), nuclei were subsetted to late postnatal time points (P21–P35), which display the majority of experience-responsive genes and chromatin regions. Experience-regulated transcription factor chromVAR scores and cell type-enriched transcription factor chromVAR scores were separately computed for each cell type using MAST^71^ within the FindMarkers function. To prioritize transcription factor binding motifs that are strongly influenced by experience and more accessible in specific cell types, the rank-product of these 2 statistical tests was calculated, and the top 2–3 transcription factors per cell type based on rank-product were selected to display in Extended Data Fig. 5c.

#### MERFISH data processing and analysis

MERFISH imaging data were processed on the MERSCOPE instrument with cell segmentation using a watershed algorithm based on DAPI and PolyT staining. Individual images were then loaded into MERSCOPE Visualizer and a region of interest (ROI) around V1 was drawn to subset cells for downstream analysis. STAlign^72^ was used to spatially align the centroid position of individual cells across P21 and P35 tissue sections. MERFISH expression matrix and cell boundary files were then loaded and analysed in Seurat (v5.3.0). Cells with fewer than 20 gene counts were removed. Gene counts were normalized and log-transformed and then scaled (ScaleData), regressing out the number of transcript counts per cell. Dimensionality reduction and clustering were performed, as described above for SHARE-seq. Cells were annotated to broad cell classes on the basis of known marker genes. Subsequently, excitatory neurons (*Slc17a7*+) and inhibitory neurons (*Gad2*+) were subsetted and re-clustered as before to identify neuronal subtypes. Following clustering, any cell cluster lacking significant marker genes (FindMarkers) were removed, resulting in the final processed dataset (49,010 cells). Differential expression analysis between DR and NR cells at each time point was performed on pseudobulk samples and individual cells, using edgeR glmLRT test (*P*_adj_ < 0.1) and MAST (*P*_adj_ < 0.01), respectively.

#### CUT&RUN data processing and analysis

CUT&RUN sequencing data were processed with a custom bash script that involves the following steps: adapter trimming (cutadapt^73^ -q 30), Bowtie2^74^ alignment to mm10 (--dovetail --very-sensitive-local --nounal --no-mixed --no-discordant --phred33), duplicate read removal (Picard MarkDuplicates) with Picard (http://broadinstitute.github.io/picard/), mapping quality (samtools^75^ view -q 40), fragment length filtering (deepTools^76^ alignmentSieve --maxFragmentLength 120), and track generation (deepTools bamCoverage --binSize 1 --normalizeUsing CPM). Peaks were called on individual sample BAM files with MACS2^77^ callpeak at a *q*-value threshold of 0.05 using the IgG BAM file as a local background control.

DiffBind^78^ was used to perform CUT&RUN differential peak-calling, and also to identify consensus peaks present in 2 of 3 biological replicates for GR and NFIA across cortical cell types (Fig. 2g). edgeR^79^ was applied within DiffBind to identify differential GR sites, using the following parameters: 3T3 cell vehicle versus dexamethasone GR CUT&RUN (*P*_adj_ < 0.1); astrocyte DR versus NR GR CUT&RUN (*P*_adj_ < 0.01). Tracks of IgG, GR, or NFIA CUT&RUN signal for individual biological replicates or merged BAM file across replicates were generated using trackViewer^80^. The location of GR and NFIA binding sites (Extended Data Fig. 10e,i) relative to the NCBI RefSeq mm10 gene annotation was calculated using ChIPseeker^81^, and sites were then separated into gene distal (>500 bp from the transcription start site (TSS)) or promoter (±500 bp around the TSS) elements for motif analysis. Motif enrichment analysis of GR and NFIA sites was performed with HOMER^82^, using standard parameters. DeepTools plotHeatmap or plotProfile were used to visualize IgG, GR or NFIA CUT&RUN signal, representing CPM-normalized bigwig files for pooled samples (Fig. 2d, Extended Data Figs. 9g and 10d) or individual replicates (Extended Data Figs. 7e, 8d and 10h). Intersections between astrocyte GR binding sites and mouse GR binding sites detected by GR chromatin immunoprecipitation with sequencing (ChIP–seq) in published datasets (kidney^83^, liver^84^, primary brown preadipocytes^85^, embryonic fibroblasts^86^, mammary gland^87^ and primary bone marrow-derived macrophages^88^) were calculated with BEDtools^89^ intersect, as shown in Extended Data Fig. 8f. BETA^90^ (basic mode, -d 200000) was used to assess whether GR sites and GR-dependent ATAC sites are over-represented near P21 astrocyte GR-regulated genes (*P*_adj_ < 0.05) relative to non-differential, expressed genes (Extended Data Fig. 13a,c,d). In addition, BETA was used to calculate GR binding enrichment score for astrocyte experience-responsive genes identified in the SHARE-seq dataset (Fig. 2f and Extended Data Fig. 9a–c), which were defined as described above. To identify whether GR binding occurs at ATAC sites that correlate with astrocyte experience-responsive genes (Extended Data Fig. 9d–f), the correlation between the accessibility of ATAC sites within 500,000 bp of the TSS of experience-responsive genes and their expression was calculated with Signac LinkPeaks. Pearson correlation coefficients and *P* values were then segregated into 4 groups based on: (1) whether the target gene was suppressed or induced by experience; and (2) whether or not the ATAC site overlapped GR binding. Additionally, these 4 groups of ATAC sites were compared on the basis of their distance to the correlated gene TSS (Extended Data Fig. 9f).

#### ATAC-seq data processing and analysis

ATAC-seq data were processed using a standard pipeline established by ENCODE (https://github.com/ENCODE-DCC/atac-seq-pipeline) with default parameters. ATAC-seq differential peak-calling between GR-con and GR-KO astrocytes was performed with edgeR in DiffBind, using the following parameters: *P*_adj_ < 0.05, abs(log_2_(FC)) > 0.25. DeepTools plotHeatmap was used to plot ATAC CPM for individual biological replicates at GR-regulated ATAC sites (Extended Data Fig. 13e,f). De novo motif analysis of GR-regulated ATAC sites was performed with HOMER, using standard parameters.

#### Bulk nuclear RNA-seq data processing and analysis

RNA-seq reads were mapped to mm10 using STAR^91^ with default parameters. The number of reads mapping to gene bodies (exons and introns) was quantified with Subread featureCounts^92^, using the mm10 UCSC refGene annotation. Differential gene expression between NR GR-con and NR GR-KO astrocytes at each time point (P14, P21 and P28) was performed with DESeq2 (*P*_adj_ < 0.05, abs(log_2_(FC)) > 0.1) and shown in Fig. 3c. Differential gene expression between NR GR-con and DR GR-con astrocytes at each time point (P14, P21 and P28) was performed with DESeq2 (*P*_adj_ < 0.05) and shown in Extended Data Fig. 12d. For comparisons of P21 astrocyte GR-regulated genes with P21 astrocyte experience-regulated genes (Extended Data Fig. 12e), astrocyte maturation genes across other mouse brain regions (Extended Data Fig. 12h), human astrocyte maturation genes (Fig. 3k), or P21 astrocyte GR-regulated genes detected by snRNA-seq (Extended Data Fig. 18c), a relaxed set of GR-regulated genes were called without a log-fold change threshold (DESeq2, *P*_adj_ < 0.05).

To identify genes that change expression across V1 astrocyte development under normal conditions (Fig. 3d and Extended Data Fig. 12g), differential gene expression between P21 GR-con and P14 GR-con astrocytes was performed with DESeq2 (*P*_adj_ < 0.05, abs(log_2_(FC)) > 0.3). Differentially expressed genes were then hierarchically clustered on the basis of mean expression across time points (P14, P21 and P28) and GR status (GR-con, GR-KO) using the ward.D2 algorithm in pheatmap and split into 4 clusters with cutree = 4 (shown in Fig. 3d). The expression of genes in 2 of these 4 clusters was altered in GR-KO astrocytes and classified as GR-dependent. ClusterProfiler^93^ was then used to identify enrichment of GO biological process terms in GR-independent and GR-dependent astrocyte maturation genes (enrichGO, *P*_adj_ < 0.05).

#### Mouse developmental astrocyte snRNA-seq analysis

Mouse brain astrocyte snRNA-seq data^39^ containing 68,485 astrocytes across 5 brain regions (whole cortex, motor cortex, PFC, striatum and thalamus) and 6 time points (E18.5, P4, P14, P32, P90 and 90 weeks old (not shown)) were accessed from the Broad Institute Single Cell Portal (https://singlecell.broadinstitute.org/single_cell/study/SCP2719/a-multi-region-transcriptomic-atlas-of-developmental-cell-type-diversity-in-mouse-brain). Gene counts were normalized and log-transformed (Seurat NormalizeData) and then scaled (ScaleData). Linear dimensionality reduction was performed by principal component analysis (runPCA, npcs = 50), and the snRNA data were visualized with UMAP (runUMAP). The average expression level of P21 astrocyte GR-activated and GR-repressed genes identified by bulk RNA-seq (DESeq2, *P*_adj_ < 0.05, abs(log_2_(FC)) > 0.1) was calculated for each cell in this snRNA-seq dataset using the Seurat AddModuleScore function. The module score expression of GR-activated and GR-repressed genes in astrocytes from different brain regions were shown by UMAP (Fig. 3e) and line plot (Extended Data Fig. 12i,j). To identify genes that change expression across astrocyte development de novo, pseudobulk differential expression analysis comparing the P32 and P4 time point for each brain region was performed using DESeq2, using the following parameters: *P*_adj_ < 0.05, abs(log_2_(FC)) > 1. Significant genes were then intersected with P21 astrocyte GR-activated and GR-repressed genes identified by bulk RNA-seq (DESeq2 *P*_adj_ < 0.05), and the number of overlapping genes was shown in Extended Data Fig. 12h.

#### Human brain multiome analysis

Human brain single-nucleus multiome data^42^ containing 232,328 cells across 38 samples spanning whole cortex (first trimester only), V1, and PFC from 5 time points (first trimester, second trimester, third trimester, infancy and adolescence) were accessed from Dryad (10.5061/dryad.2280gb612) and loaded into Signac/Seurat. Peaks were re-called on the entire dataset after grouping cells by time point using MACS2 (CallPeaks), and the presence of transcription factor binding motifs (JASPAR 2020 database) within these peaks was assigned (AddMotifs). ChromVAR was used to calculate the background-corrected, genome-wide accessibility of all transcription factor binding motifs within individual cells, as done previously for SHARE-seq. Differential ChromVAR transcription factor motif scores between adolescence and first trimester cells for each cell type were calculated using MAST within the FindMarkers function. For cases in which a cell type at adolescence was not present in the first trimester, the precursor cell type was used for analysis (for example, for L2/3 IT, L4IT, L5IT and L6IT neurons, the corresponding first trimester cell types were radial glia, intermediate progenitor cells, newborn excitatory neurons, and immature IT neurons). The top 2 unique differentially accessible transcription factor motifs (by *P*_adj_ value) between adolescence and first trimester for each cell type are shown in a heat map in Fig. 3g, in which each row is scaled to the maximal within-row −log10(*P*_adj_) value.

To identify human astrocyte maturation gene programs, pseudo-bulk differential expression analysis between adolescent and first trimester astrocytes was performed using DESeq2 with the following parameters: *P*_adj_ < 0.01, abs(log_2_(FC)) > 1. Differentially expressed genes were then hierarchically clustered (shown in Fig. 3i and Extended Data Fig. 14f), on the basis of mean gene expression level across time points, using the ward.D2 algorithm in pheatmap and split into 4 clusters with cutree = 4. Human astrocyte differentially expressed genes were then overlapped with P21 mouse astrocyte GR-regulated genes (DESeq2, *P*_adj_ < 0.05) with known human orthologues. Signac LinkPeaks was used to identify ATAC peaks between 5,000 to 300,000 bp of the TSS that positively correlate (Pearson’s correlation, *P* < 0.001) in accessibility with the expression level of genes in each cluster. Motif enrichment analysis was performed on correlated ATAC peaks using Signac FindMotifs, and the top 5 enriched motifs for each gene cluster are shown in Extended Data Fig. 14g. To identify ATAC sites that change accessibility across human astrocyte development, pseudo-bulk differential accessibility analysis between adolescent and first trimester astrocytes was performed using DESeq2 with the following parameters: *P*_adj_ < 0.05, abs(log_2_(FC)) > 1. Differentially accessible regions were then hierarchically clustered (shown in Fig. 3j and Extended Data Fig. 14j), on the basis of mean chromatin accessibility across time points, using the ward.D2 algorithm in pheatmap and split into 4 clusters with cutree = 4. Human astrocyte differentially accessible regions were then overlapped with P14 mouse astrocyte GR binding sites that were lifted over from mm10 to hg38 using UCSC LiftOver.

#### snRNA-seq data processing and analysis

snRNA-seq data were processed using the Cell Ranger Count pipeline (v8.0.1) with a custom mm10 gtf file containing the eGFP sequence for viral read mapping. Default parameters were used to align reads, count transcripts, and demultiplex nuclei. Individual Cell Ranger output files for each sample were loaded into Seurat (Read10X), and nuclei with fewer than 500 gene counts were removed. DoubletFinder^94^ was then used to predict and remove doublets from each sample, and nuclei with greater than 70,000 gene counts were further removed. Seurat objects for each individual sample were then merged, and downstream normalization, scaling, dimensionality reduction, and Louvain clustering steps were performed, as described above for SHARE-seq, to identify principal cell types and excitatory and inhibitory neuron subtypes. During clustering, nuclei clusters lacking significant marker genes (FindMarkers) were removed, resulting in the final processed dataset (102,330 cells). Pseudobulk differential expression analysis between NR GR-con and GR-KO samples for each cell type was performed using the edgeR glmLRT test (*P*_adj_ < 0.05). Differentially expressed genes in excitatory neuron subtypes were separated into cell type-shared (differential in ≥2 cell types) or cell-type-specific (differential in 1 cell type), and ClusterProfiler was used to identify enrichment of GO biological process terms in the differentially expressed genes shared across excitatory neuron subtypes (enrichGO, *P*_adj_ < 0.05) (Fig. 4k,l). To compare the expression of astrocyte GR-dependent genes between NR and DR conditions, the scaled, mean expression of NR astrocyte GR-dependent genes (edgeR glmLRT *P*_adj_ < 0.05) was calculated for each experimental group (NR GR-con, NR GR-KO, DR GR-con and DR GR-KO) and visualized on box plots in Fig. 4n.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-026-10512-9.

## Supplementary information

Supplementary Figures This file contains Supplementary Figs. 1 and 2. Supplementary Fig. 1. Full scans of blots shown in Extended Data Fig. 11b. Supplementary Fig. 2. Full scans of blots shown in Extended Data Fig. 11d.

Reporting Summary

Supplementary Table 1 Cell numbers for V1 SHARE-seq. Number of cells for each cell type and biological replicate in postnatal V1 SHARE-seq experiment.

Supplementary Table 2 Differential genes for developmental V1 SHARE-seq. edgeR RNA comparisons for each cell type and time point in mouse V1 development.

Supplementary Table 3 Differential peaks for developmental V1 SHARE-seq. edgeR ATAC comparisons for each cell type and time point in mouse V1 development.

Supplementary Table 4 MERFISH gene panel. Custom 500 gene panel for V1 MERFISH assay.

Supplementary Table 5 Mouse serum hormone LC–MS transitions. Transitions used for detection and analysis of aldosterone, cortisol, corticosterone and T4.

Supplementary Table 6 Differential peaks for astrocyte GR CUT&RUN. DiffBind output for GR CUT&RUN from P14 DR and NR V1 astrocytes.

Supplementary Table 7 Consensus peaks for astrocyte NFIA CUT&RUN. Consensus peaks (2 of 3 biological replicates) for NFIA CUT&RUN from P14 NR V1 astrocytes.

Supplementary Table 8 Differential genes for V1 astrocyte development RNA-seq. DESeq2 RNA comparisons between V1 GR-KO and GR-con astrocytes and between V1 NR and DR GR-con astrocytes at 3 time points (P14, P21 and P28) during mouse development.

Supplementary Table 9 Differential peaks for V1 astrocyte ATAC-seq. edgeR ATAC comparisons between V1 NR GR-KO and GR-con astrocytes at P21.

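Supplementary Table 9 was used in part, as the first 1999 of the 4756 rows, so no overlap with it was computed. For the 24 genes followed here, 13 had a row among those held, and the first such row was matched to the consensus site that overlaps it most. The table gives 11 of the 13 as lower in GR-KO and 2, near *Adamts5* and *Mmp14*, as higher. By rank of fold within each list, the score difference had the sign the table gives at 12 of the 13 and the opposite sign at 1, *Fam107a*. At *Mt1*, counted among the 12, it was −0.00610 (standard error 0.214), which is no shift beyond its error, and its sign changed with the q-value limit (0.0103). By −log10 p the site matched at *Mt1* had a score difference of −0.565 (standard error 0.205, adjusted p = 0.346 from limma, up to 0.995 over its alternatives), in the direction the table gives. By rank of fold, the score difference at *Etnppl*, *Gjb6* and *Mt2* was also smaller than its standard error. The libraries of the conditions did not overlap at 9 of the 13 sites, where chance gives 10%; *Fam107a* is among the 9, with its GR-KO ranks above its GR-con ranks. Its folds overlapped between the conditions, at 2.07, 1.87 and 2.21 in GR-KO 1, 2 and 3 and 2.17, 2.36 and 2.60 in GR-con 1, 2 and 3, and its score difference of 0.0908 (standard error 0.145) was −0.0448 with equal lists, −0.347 by −log10 p and, chosen after seeing the data, −0.0292 with the peak chosen by summit. By rank of fold, none of the 13 passed an adjusted p of 0.05 over all 133271 sites, and 8 had an unadjusted p under 0.05 from limma. The same 8 passed when adjusted over the list alone, which is not independent evidence, since the paper chose these sites on the same libraries. Ranked by −log10 p, 4 of the 13 passed over all sites. Their adjusted p from limma was 0.0180 at *Cntn1*, 0.0216 at *Mmp14*, 0.0439 at *Hif3a* and 0.0466 at *Etnppl*. Each scaling of summit coverage, chosen after seeing the data, called all 8 of the 13 sites that had a value. By rank of fold, the smallest p were at sites upstream of *Adamts5* (chromosome 16, 85975012 to 85975412) and in an intron of *Mmp14* (chromosome 14, 54443179 to 54443579). At the *Adamts5* site the percentile was 17.4 ± 9.27 (SD, n = 3) in GR-con and 58.2 ± 4.95 (SD, n = 3) in GR-KO. At the *Mmp14* site no GR-con library and every GR-KO library had a peak that covered more than 200 bp of it. The adjusted p from limma was 0.116 at *Adamts5*. At *Mmp14* the score difference was 1.03 (standard error 0.150, adjusted p = 0.0585 from limma). With the peak chosen by summit, an alternative chosen after seeing the data, the GR-con libraries had a peak there too. The *Mmp14* score difference was then 0.627 (adjusted p = 0.236 from limma). In an intron of *Zbtb16* (chromosome 9, 48737500 to 48737900) the percentile was 64.7 ± 0.148 (SD, n = 3) in GR-con and 47.9 ± 9.70 (SD, n = 3) in GR-KO, a limma score difference of −0.431 (standard error 0.133, adjusted p = 0.306). This site holds the GR motif GGTACAGTGTGTTCT from 48737601 to 48737615. The site 1134 bp upstream of *Mt2* holds AGGACAGCCTGTCCT on chromosome 8 from 94171535 to 94171549, and had a peak in 2 GR-con libraries and in no GR-KO library. For comparison, the paper's fold change is −1.98 at the *Zbtb16* site, 2.11 at the *Adamts5* site and −1.39 at the *Mt2* site. These values are taken as log2, the unit of the paper's limit on fold change, and are not folds of a peak over background.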

Supplementary Table 10 Differential genes for V1 astrocyte GR-KO snRNA-seq. edgeR snRNA-seq pseudo-bulk comparisons between P21 NR astrocyte GR-KO and GR-con groups for each cell type.

Peer Review File

## Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

## Data Availability

All sequencing data generated in this study have been deposited in GEO (GSE306265). MERFISH data are available at 10.6084/m9.figshare.29971903 (ref. ^95^). The following publicly available datasets were also analysed: mouse kidney GR ChIP–seq (GSE115368), mouse liver GR ChIP–seq (GSE72087), mouse primary brown preadipocyte GR ChIP–seq (GSE76619), mouse embryonic fibroblast GR ChIP–seq (GSE69947), mouse mammary gland GR ChIP–seq (GSE74826), mouse primary bone marrow-derived macrophage GR ChIP–seq (GSE99887), human brain development single-nucleus multiome-seq (10.5061/dryad.2280gb612 (ref. ^96^)), and mouse astrocyte development snRNA-seq (https://singlecell.broadinstitute.org/single_cell/study/SCP2719/a-multi-region-transcriptomic-atlas-of-developmental-cell-type-diversity-in-mouse-brain). The following publicly available databases were used for data processing: NCBI mm10 genome and RefSeq gene annotation (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20), NCBI hg38 genome and RefSeq gene annotation (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.26), and UCSC mm10 refGene annotation (http://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/genes). Source data are provided with this paper.

# Supplementary material for: Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity
**Source:** Nature. 2026 May 20;655(8125):1233–41. doi: 10.1038/s41586-026-10512-9
**Supplement:** Supplementary file 1 — This file contains Supplementary Figs. 1 and 2. Supplementary Fig. 1. Full scans of blots shown in Extended Data Fig. 11b. Supplementary Fig. 2. Full scans of blots shown in Extended Data Fig. 11d.

---

**Supplementary information**

---

**Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity**

---

In the format provided by the  
authors and unedited

## Supplementary Fig. 1

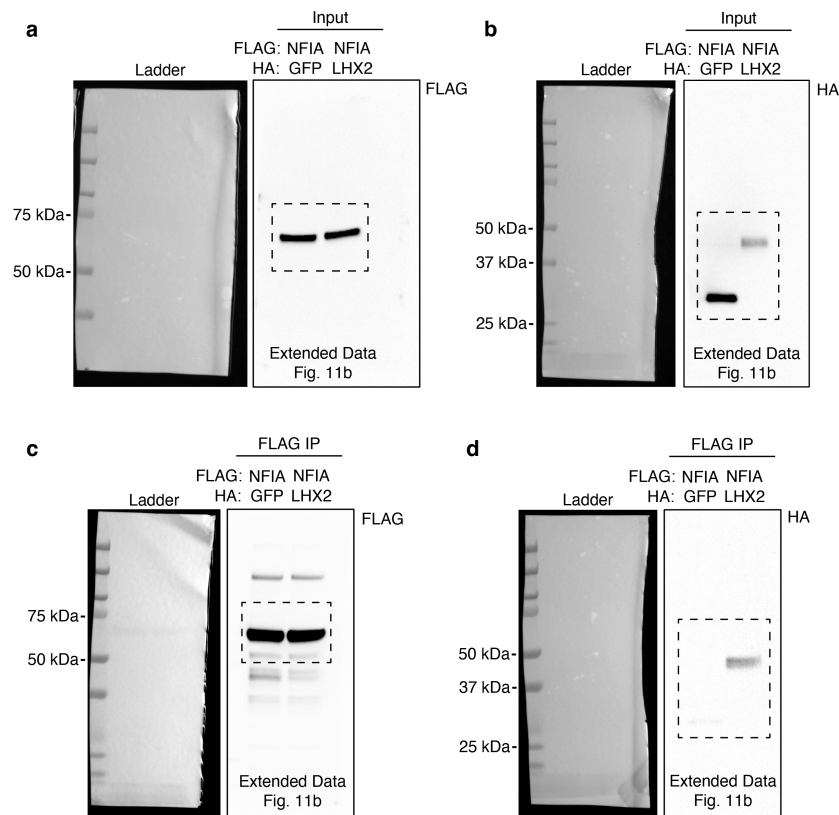

**Supplementary Fig. 1. Full scans of blots shown in Extended Data Fig. 11b.** **a-b**, (left) Ladder image; (right) input fractions from HEK293T cells over-expressing FLAG-NFIA/HA-NLS-GFP or FLAG-NFIA/HA-LHX2 immunoblotted for FLAG (**a**) or HA (**b**). **c-d**, (left) Ladder image; (right) FLAG immunoprecipitation (IP) fractions from HEK293T cells over-expressing FLAG-NFIA/HA-NLS-GFP or FLAG-NFIA/HA-LHX2 immunoblotted for FLAG (**c**) or HA (**d**). Insets are cropped images shown in Extended Data Fig. 11b.

## Supplementary Fig. 2

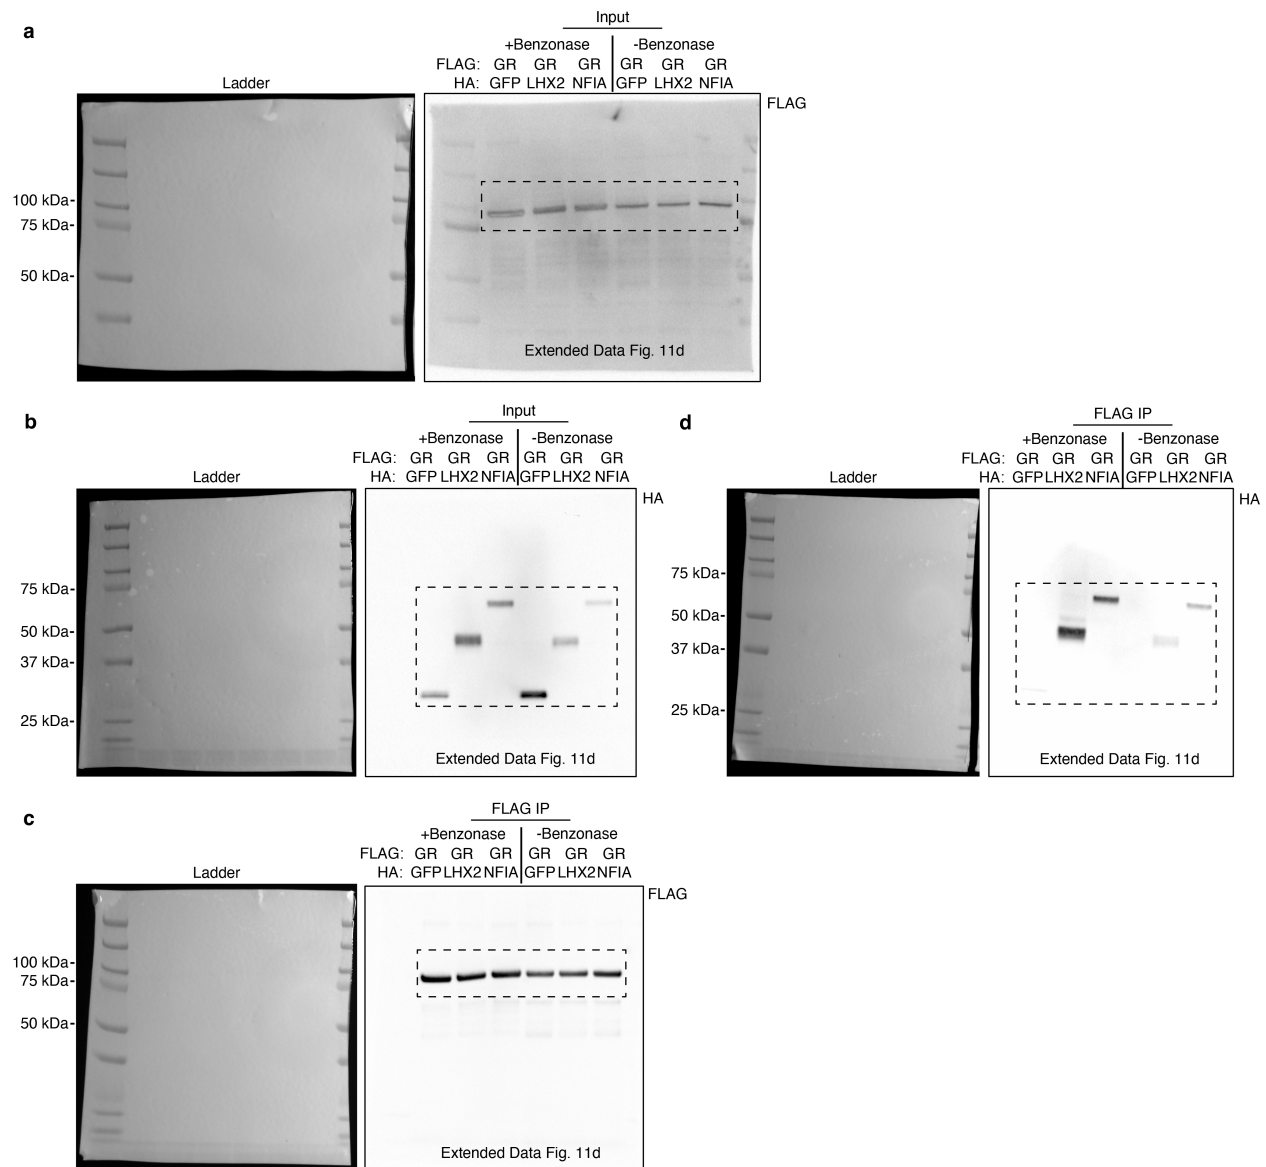

**Supplementary Fig. 2. Full scans of blots shown in Extended Data Fig. 11d.** **a-b**, (left) Ladder image; (right) input fractions extracted with (+) or without (-) benzonase from HEK293T cells over-expressing FLAG-GR/HA-NLS-GFP, FLAG-GR/HA-LHX2, or FLAG-GR/HA-NFIA immunoblotted for FLAG (**a**) or HA (**b**). **c-d**, (left) Ladder image; (right) FLAG IP fractions extracted with (+) or without (-) benzonase from HEK293T cells over-expressing FLAG-GR/HA-NLS-GFP, FLAG-GR/HA-LHX2, or FLAG-GR/HA-NFIA immunoblotted for FLAG (**c**) or HA (**d**). Insets are cropped images shown in Extended Data Fig. 11d.

# Supplementary material for: Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity
**Source:** Nature. 2026 May 20;655(8125):1233–41. doi: 10.1038/s41586-026-10512-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>V1 SHARE-seq: SHARE-seq fastq files were processed using the SHARE-seq-alignmentV2 pipeline (<a href="https://github.com/masai1116/SHARE-seq-alignmentV2">https://github.com/masai1116/SHARE-seq-alignmentV2</a>), using default parameters.</p> <p>V1 MERFISH: MERFISH data were processed on the MERSCOPE Instrument cell segmentation using a watershed algorithm based on DAPI and PolyT staining. Individual images were then loaded into MERSCOPE Visualizer (v2.3.3330.0) and a region of interest (ROI) around V1 was drawn to subset cells for downstream analysis.</p> <p>Brain and cell line CUT&amp;RUN: Adapters and low-quality basecalls were trimmed using cutadapt (v4.1). Paired-end reads were aligned to mm10 using bowtie2 (v2.3.4.3). Duplicate reads were removed with picard (v2.27.5). Reads were filtered using SAMtools (v1.15.1). Peaks were called using MACS2 (v2.2.7.1). 

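In the deposited peak lists of the P21 GR-KO and GR-con ATAC-seq libraries, the lowest −log10 p of a peak was 2.00 in each of the 6 lists, which is a p of 0.01, and the median was between 15.96 and 17.7. The lists thus include weak peaks. The fold of a peak is its enrichment over the local background of the same library, so it carries no scale that is shared between libraries.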

Bigwig tracks were generated using deepTools (v3.5.1).</p> <p>P21 astrocyte GR-KO ATAC-seq: ATAC fastq files were processed using the ENCODE ATAC-seq pipeline (v2.2.0), with parameters: <code>atac.auto_detect_adapter = TRUE, atac.multimapping = 0, atac.pval_thresh = 0.01</code>. Bigwig tracks were generated from the filtered BAM files using deepTools (v3.5.1).</p> <p>V1 astrocyte nuclear RNA-seq: RNA-seq fastq files were mapped using STAR (v2.7.9a). The number of reads mapping to gene bodies (exons and introns) was quantified with Subread featureCounts (v2.0.0).</p> <p>Single-nucleus RNA-seq: Fastq files were processed using the Cell Ranger pipeline (v8.0.1) with the mm10 ENSEMBL gtf file. Default parameters were used to align reads, count unique transcripts, and filter high-quality nuclei.</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

The following software packages were used to analyze and visualize the data: Imapris (v10.2), pCLAMP (v10.6), MATLAB (v25.1), GraphPad Prism (v10), deepTools (v3.5.1), HOMER (v4.11.1), BEDTools (v2.27.1), clusterProfiler (v4.8.3), trackViewer (v1.36.2), DESeq2 (v1.40.2), DiffBind (v3.10.1), Seurat (v5.3.0), SingleCellExperiment (v1.22.0), ComplexHeatmap (v2.16.0), ChIPseeker (v1.36.0), eulerr (v7.0.0), ggplot2 (v3.5.2), pheatmap (v1.0.12), BETA (v1.0.7), edgeR (v3.42.4), R stats (v4.3.1), chromVAR (v1.22.1), Signac (v1.14.0), STalign (v1.0), Sony SH800S Cell Sorter Software (v2.1.6). Custom scripts used to analyze data are available at [https://github.com/brunogegenhuber/GR\\_gene\\_reg](https://github.com/brunogegenhuber/GR_gene_reg).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data generated in this study have been deposited in GEO (GSE306265). MERFISH data are available at: <https://doi.org/10.6084/m9.figshare.29971903>. The following publicly available datasets were also analyzed: mouse kidney GR ChIP-seq (GSE115368), mouse liver GR ChIP-seq (GSE72087), mouse primary brown preadipocyte GR ChIP-seq (GSE76619), mouse embryonic fibroblast GR ChIP-seq (GSE69947), mouse mammary gland GR ChIP-seq (GSE74826), mouse primary bone marrow-derived macrophages (GSE99887), human brain development single-nucleus multiome-seq (<https://doi.org/10.5061/dryad.2280gb612>), and mouse astrocyte development snRNA-seq ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP2719/a-multi-region-transcriptomic-atlas-of-developmental-cell-type-diversity-in-mouse-brain](https://singlecell.broadinstitute.org/single_cell/study/SCP2719/a-multi-region-transcriptomic-atlas-of-developmental-cell-type-diversity-in-mouse-brain)). The following publicly available databases were used for data processing: NCBI mm10 genome and RefSeq gene annotation ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20)), NCBI hg38 genome and RefSeq gene annotation ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001405.26](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001405.26)), and UCSC mm10 refGene annotation (<http://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/genes>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined by several factors: 1) number of replicates previously used for these methods in the literature, 2) cost of sequencing and animal maintenance, and 3) expected variability between samples for each assay after preliminary experiments. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                |
| Replication     | The number of biological replicates per condition for each experiment are listed below. All attempts at replication were successful.<br><br>Postnatal V1 SHARE-seq: n=4<br>Postnatal V1 MERFISH: n=2<br>Serum CORT ELISA: n=6-8                                       |

Serum LC-MS: n=8-15  
 Cell line GR CUT&RUN: n=2  
 DR vs. NR GR CUT&RUN: n=3  
 Vgat+, Vglut+, Olig2+ GR and NFIA CUT&RUN: n=3  
 GR-KO IF staining: n=5-6  
 GR-KO CUT&RUN: n=2  
 V1 astrocyte morphology IF staining: n=21-26 cells  
 V1 astrocyte astrocyte GR-KO RNA-seq: n=3  
 V1 astrocyte astrocyte GR-KO ATAC-seq: n=3  
 V1 astrocyte GR-KO PNN IF staining: n=5-6  
 V1 astrocyte GR-KO Acan IF staining: n=5-6  
 V1 astrocyte GR-KO Syt2/CB1R staining: n=5-7  
 V1 astrocyte GR-KO Vglut1/Homer1 staining: n=5-8  
 V1 astrocyte GR-KO mIPSCs/mEPSCs: n=15-22 cells  
 V1 astrocyte GR-KO PV-evoked IPSCs: n=15-17 cells  
 V1 astrocyte GR-KO snRNA-seq: n=2  
 V1 DR CORT PNN IF staining: n=4-5  
 V1 astrocyte GR-KO ODP: n=4-5

For V1 CUT&RUN and ATAC experiments, brain tissue was pooled from 3-5 animals per biological replicate. For V1 astrocyte nuclear RNA-seq experiments, brain tissue was pooled from 2 animals per biological replicate.

#### Randomization

For all experiments, animals or cells were randomly assigned to experimental groups.

#### Blinding

All imaging, electrophysiology, and in vivo recording experiments were performed by an investigator blinded to experimental condition. Blinding was not relevant for bioinformatic analyses because knowledge of sample identity is required for statistical testing and data visualization. Investigators were blinded to group allocation during data collection of genomic experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- | n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- | n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

#### Antibodies used

GR CUT&RUN Ab #1: Invitrogen MA1-510 (Clone BuGR2, Lot 3212042)  
 GR CUT&RUN Ab #2: Invitrogen PA1-511A (Lot ZK404106)  
 IgG CUT&RUN Ab: Cell Signaling Technology 2729S (Lot 11)  
 Nfia CUT&RUN Ab: Invitrogen PA5-52252 (Lot ZF4346665)  
 GR IF Ab: Cell Signaling Technology 12041S (Lot 7)  
 Sox9 IF Ab: R&D Systems AF3075 (Lot WL052309L)  
 GFP IF Ab: Aves Labs GFP-1020 (Lot GFP917979)  
 Rabbit PV IF Ab: Swant PV27a (Lot 2014)  
 Guinea Pig PV IF Ab: Synaptic Systems 195-308 (Clone Gp58E1, Lot 1-8)  
 Acan IF Ab: Sigma AB1031 (Lot 4113382)  
 NeuN IF Ab: EMD Millipore ABN78 (Lot 4203297)  
 Syt2 IF Ab: ZIRC ZDB-ATB-081002-25 (Lot 122022)  
 CB1R IF Ab: Frontier Institute MSFR100630 (No lot #)  
 Homer1 IF Ab: Synaptic Systems 160003 (Lot 3-96)  
 Vglut1 IF Ab: Sigma AB5905 (Lot 4141952)  
 Anti-FLAG WB Ab: Sigma Aldrich F1804 (Clone M2, Lot 0000502386)  
 Anti-HA WB Ab: Cell Signaling Technology 3724 (Lot 13)  
 Anti-rabbit IgG, HRP-conjugated WB Ab: Cell Signaling Technology 7074 (lot 34)  
 Anti-mouse IgG, HRP-conjugated WB Ab: Cell Signaling Technology 7076 (lot 39)  
 Anti-rabbit Dylight 405: Jackson ImmunoResearch 711-475-152 (Lot 171728)  
 Anti-chicken Alexa Fluor 488: Jackson ImmunoResearch 703-545-155 (Lot 168728)  
 Anti-rabbit Alexa Fluor 594: Life Technologies A21207 (Lot 2897798)  
 Anti-mouse Alexa Fluor 594: Jackson ImmunoResearch 715-585-150 (Lot 160632)

Anti-guinea pig Alexa Fluor 647: Jackson ImmunoResearch 706-605-148 (Lot 169548)  
 Anti-goat Alexa Fluor 647 : Life Technologies A21447 (Lot 2544596)  
 Anti-mouse Alexa Fluor 647: Life Technologies A31571 (Lot 2892424)

## Validation

All antibodies used for WB and IF staining have been validated by the manufacturer for this purpose and have been used in prior publications: FLAG (Wu et al. 2026 Nature), HA (Gu et al. 2023 Science), Syt2 (Jézéquel et al. 2025 Nat Commun), CB1R (Jézéquel et al. 2025 Nat Commun), Sox9 (Burda et al. 2022 Nature), PV (Kobayashi et al. 2015 Neuron), Acan (Nguyen et al. 2021 Cell), Vglut1 (Stogsdill et al. 2017 Nature), Homer1 (Abraira et al. 2017 Cell). The GR antibody used for IF was validated in GR-KO cells in Extended Data Fig. 8 The GR antibodies used for CUT&RUN were first validated in DEX-treated 3T3 cells (Extended Data Fig. 7) and further validated in GR-KO astrocytes (Extended Data Fig. 9). The Nfia antibody used for CUT&RUN was previously validated in a prior publication: Qin et al. 2022 Nat Genet.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

NIH/3T3 cells (ATCC, CRL-1658), HEK293T cells (ATCC, CRL-3216)

## Authentication

The cell line used was authenticated by the vendor using STR profiling and morphology.

## Mycoplasma contamination

3T3 and HEK293T cells were not tested in-house for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Animals were maintained in a reverse 12-h light/12-h dark cycle (22:00-10:00) in a temperature- and humidity-controlled environment and provided food and water ad libitum. For DR conditions, animals were maintained in chronic darkness until collection. To control for circadian rhythm and to prevent light stimulation of DR animals, mice were harvested under red light between 10:00-12:00 (Zeitgeber Time 12-14) for all genomic, imaging, ELISA, and LC-MS experiments.

The following mouse lines were used: C57BL/6 (Jackson Laboratory, 000664), GRfl/fl (Jackson Laboratory, 021021), Vglut1Cre (Jackson Laboratory, 023527), VgatCre (Jackson Laboratory, 028862), Olig2Cre (Jackson Laboratory, 025567), Sun1-GFPfl/fl (Jackson Laboratory, 021039), and PvalbFlpO (Jackson Laboratory, 022730).

For the developmental SHARE-seq and MERFISH experiments, animals were harvested between P7 and P35.

For V1 astrocyte CUT&RUN, animals were harvested at P14.

For V1 astrocyte ATAC-seq, animals were harvested at P21.

For V1 astrocyte RNA-seq, animals were harvested at P14, P21, and P28.

For V1 snRNA-seq, animals were harvested at P21.

For ELISA and LC-MS experiments, animals were harvested at P10, P14, P21, and P28.

For imaging experiments, animals were collected at P21, P28, P35, and 8-12-weeks of age (adult).

For electrophysiology experiments, animals were patched between P33 and P35.

For adult ODP experiments, animals were recorded between P60-P70.

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Male and female mice were randomly assigned to experimental groups and used in similar proportions for all experiments.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

Animal care and surgical procedures were approved and overseen by the Harvard University Institutional Animal Care and Use Committee and the Harvard Center for Comparative Medicine or the Institutional Animal Care and Use Committee at Boston Children's Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The following protocol was used to isolate nuclei from early postnatal mice (P14-P28) prior to downstream CUT&RUN, ATAC-seq, bulk RNA-seq, and snRNA-seq experiments. Mice were deeply anesthetized with isoflurane. Sections of 1 mm spanning V1 were collected in an adult mouse brain matrix (Alto) on ice, and V1 was microdissected. For bulk RNA-seq and snRNA-seq experiments, tissue samples were immediately flash-frozen in a dry ice ethanol bath and stored at -80°C prior to nuclei extraction, whereas tissue samples were processed the day of collection for CUT&RUN and ATAC-seq. After thawing or dissecting samples, V1 tissue was transferred to a 1.5 mL tube containing 350 µL of cold homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl<sub>2</sub>, 20 mM tricine-KOH pH 7.8 supplemented with 1X PIC, 1 mM DTT, 0.15 mM spermine and 0.5 mM spermidine). For RNA experiments, 0.3 U/µL (bulk RNA-seq) or 1 U/µL (snRNA-seq) of Protector RNase inhibitor (Sigma) was added. The tissue was dounced in a 2 mL glass homogenizer (Sigma D8938) with a loose pestle for 20 strokes. Samples were supplemented with 0.3% IGEPAL CA-630 and further dounced for an additional 10 strokes with a tight pestle. Homogenate was filtered through a small 40-µm strainer (pluriSelect 43-10040-50) into a 1.5 mL tube before diluting 1:1 with homogenization buffer and adding DRAQ5 (Abcam ab108410) at a 1:500 dilution. For CUT&RUN experiments, samples were additionally supplemented with 4 mM EDTA. Nuclei were then sorted by GFP and/or DRAQ5 signal using the Sony SH800S Cell Sorter (purity mode) with a 100-µm sorting chip. For CUT&RUN, 175,000 DRAQ5+/GFP+ or DRAQ5+/GFP- events were collected into 1 mL of cold CUT&RUN Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.2% Tween-20, 0.5 mM spermidine, 0.1% bovine serum albumin [BSA], 1X PIC). For ATAC-seq, 50,000 DRAQ5+/GFP+ events were collected into 1 mL of cold ATAC-RSB (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl<sub>2</sub>). For bulk RNA-seq, 80,000 DRAQ5+/GFP+ events were collected into 350 µL of cold RLT buffer (Qiagen 74004) supplemented 1:100 with β-mercaptoethanol. For snRNA-seq, 50,000 DRAQ5+/GFP- events were collected into a 1.5 mL tube (precoated with 30% BSA) containing 300 µL of cold ATAC-RSB supplemented with 1 mM DTT, 1 U/µL Protector RNase inhibitor, and 1% BSA (Sigma A8577-10mL).

|                           |                                                                                                                                                                                                                                                                                         |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Sony SH800S Cell Sorter                                                                                                                                                                                                                                                                 |
| Software                  | Sony SH800S Cell Sorter Software                                                                                                                                                                                                                                                        |
| Cell population abundance | Astrocyte EGFP-KASH+ population comprised ~4-8% of singlet nuclei.<br>Olig2-Cre/Sun1-GFP+ population comprised ~20-25% of singlet nuclei.<br>Vglut1-Cre/Sun1-GFP+ population comprised ~30-40% of singlet nuclei.<br>Vgat-Cre/Sun1-GFP+ population comprised ~10-20% of singlet nuclei. |
| Gating strategy           | 1) Nuclei were first gated on the BSC-A x DRAQ5-A plot.<br>2) Singlet nuclei were gated on the linear axis of the FSC-H x FSC-A plot.<br>3) GFP+ singlet nuclei were gated on the BSC-A x EGFP-A plot.<br>Post-sort purity was initially validated on a fluorescence microscope.        |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

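The data are ATAC-seq peak lists from V1 astrocyte nuclei at P21, with 3 GR-con and 3 GR-KO libraries. The authors processed the reads with the ENCODE ATAC-seq pipeline (v2.2.0; automatic adapter detection, multimapping set to 0, peak p threshold 0.01), and the lists hold peaks called in each library separately. Each deposited list gives, for each peak, a capped score, a fold enrichment, which is a ratio over the local background of that library, and the −log10 of a p-value and of a q-value, all as the authors deposited them. No read counts or signal tracks were used, so library depth is unknown here. The lists hold between 179462 and 198929 peaks, and a longer list can come from deeper sequencing. No peak ended beyond its chromosome in the GRCm38 reference (0 of 1116429 peaks), which is mm10, the build the paper names for its other mouse data, and gene positions are from the GENCODE annotation of that build.

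Sites reaching 200 bp to each side of a summit were taken in order of within-list rank, leaving out any that overlapped a site already taken. A library had a peak at a site when the peak covered more than 200 bp of it, and sites with a peak in at least 2 libraries were kept. Ranks of the deposited fold within each library were turned into normal scores and compared with limma 3.58.1 in R 4.3.3, with a variance trend, no block and Benjamini-Hochberg adjustment. The paper's limit on the log2 fold change has no counterpart for ranks and was not applied. Motifs and 6-mers were tested with Fisher's exact test against tested sites not called, using scipy 1.17.1 and pysam 0.24.0 in Python 3.11.15, and 10 motif consensus sequences were fixed before the data were examined. Sites near genes were compared by an exact permutation test of the genes the paper names. Intervals are exact (Clopper-Pearson, 95%) and cover counting error only.

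The limma step was tested on simulated scores for the GR-KO against GR-con comparison over 133271 sites, with 200 sites shifted by 1.5. With the mean spread at each mean rank, 61 of the 200 were called and 0 others. With the observed spreads of single sites shuffled among sites, 99 of the 200 were called with 26 unchanged sites, so 20.8% of the calls were false, above the nominal 0.05. The adjusted p-values on ranks are therefore to be read with this excess in mind.

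Sites named in the text were chosen by a rule set before the data were examined. They are the first held row of Supplementary Table 9 for each gene the paper names, the 5 sites of smallest p in each direction, and the 3 highest-ranked sites in each direction among those with a peak in every library of a condition and in none of the other. Alternatives set at the same time were a q-value limit of 0.01, equal list lengths, an overlap of 1 bp, sites in at least 3 libraries, ranking by −log10 p, autosomes only, sites with a peak in all 6 libraries, an adjusted p of 0.01, a replicate block and leaving out each library. For motifs, genes and promoters they also included a wider window, a stricter motif, a matched background, other distances and another gene list. A peak chosen by its summit, a fit without the variance trend and 3 scalings of summit coverage, solved from each peak's fold and p, were added after seeing the data. The coverage values set libraries on a shared scale that the lists do not provide, so they are reported as alternatives only.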

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

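The peak chosen by summit, the comparison over all tested sites and the weighing of explanations were chosen after the result was seen. The 6-mer ACTGTA, a sequence that the paper's text does not name, was over-represented at sites ranked higher in GR-KO, with an odds ratio of 5.47 against sites not called. It was singled out because it had the smallest p of 2080 6-mers at these sites. GC content and site strength as the whole cause are argued against by a background matched on both, where the odds ratio was 4.40 (adjusted p = 9.8e-17 from Fisher's exact test). A placement of sites at the edge of a strong region is argued against by the peak chosen by summit, where it was 9.24. Among all tested sites, called or not, 63.0% of the 9840 with ACTGTA had a higher score in GR-KO, against 55.2% of the others. Within 100 classes of GC content and mean rank, ACTGTA ranked 1 of 2080 6-mers by the odds of a higher score, at 1.49 against a median of 0.995 for all 6-mers. The highest value among the others was 1.26, for CGTACG. A shift of the whole class of sites with ACTGTA, and not of called sites alone, is a candidate explanation that this rank is in line with.

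Several explanations stay open. The 248 higher sites rest on a comparison of 3 libraries with 3, where 1 of the 10 splits of the libraries, the real one, gave as many calls, and 10 splits cannot give a share under 0.1. With a library left out the odds ratio stayed between 2.37 and 5.56, lowest without GR-KO replicate 1. A difference in the mixture of sorted nuclei between conditions was not tested, and neither was the loss of a repressor that binds this sequence, which is the kind of biological explanation the design would allow.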

How the results depend on the processing

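The alternatives named here as added, and the tests on them, were chosen after the data were seen. The number of consensus sites, 133271, was 129329 with the q-value limit, 130918 with equal lists, 166862 with an overlap of 1 bp, 119188 with at least 3 libraries, 133255 by −log10 p, 130346 on autosomes, 126624 to 128652 with a library left out and, added, 160877 by summit, each within 1.5 times. Restricting the test to sites with a peak in all 6 libraries left 86603, fewer by more than 1.5 times. The numbers of sites ranked lower and higher, 449 and 248, also stayed within 1.5 times with the q-value limit (450 and 252), equal lists (429 and 236), at least 3 libraries (605 and 358), −log10 p ranks (497 and 282) and autosomes (441 and 244). With an overlap of 1 bp there were 305 lower and 143 higher sites. With sites that had a peak in all 6 libraries there were 135 and 106, and at an adjusted p of 0.01 there were 140 and 51, as a stricter threshold must give fewer. Of the added alternatives, the peak chosen by summit gave 204 and 98, the same on sites with a peak in all 6 libraries 211 and 158, no variance trend 1044 and 677, and summit coverage 2620 and 4680 (median), 3927 and 1964 (background) and 2935 and 3241 (quantiles). Apart from the stricter threshold, the cause was not tested.

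With each library left out in turn, lower sites numbered 318 to 460 and higher sites 104 to 198. Sites with a peak in every GR-con library and in no GR-KO library numbered 2802 to 3267 against 1751, and the reverse 1209 to 1594 against 685, because fewer libraries have to meet the rule. Over those fits the odds ratio of the GR motif at lower sites was 5.27 (without GR-con replicate 1) to 28.2, past the threshold in each, and the motif stayed at 0 higher sites. The share of GR-dependent sites at promoters changed from an odds ratio of 0.485 to between 0.934 and 1.23, for lower sites from 0.599 to between 0.847 and 1.37 and for higher sites from 0.291 to between 0.708 and 1.42, so the difference was lost or reversed in each of these fits (1.23 without GR-KO replicate 2, p = 0.036, Fisher's exact test). The NFI half-site at higher sites went from 1.68 to between 0.653 and 1.06. The difference between GR-activated and GR-repressed genes went from 0.225 to between −0.200 (without GR-con replicate 1) and 0.400, with 0 without GR-KO replicate 3, and was 1.40 with sites that had a peak in every library of a condition and in none of the other (exact permutation test, p = 0.0408). The causes were not tested.

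The replicate numbers do not pair the libraries. The correlation of deviations was 0.0508, −0.0197 and 0.0303 for same-numbered pairs, and −0.0748 to 0.0475 for others. With the replicate block, 35 sites were lower and 16 higher. The odds ratios were 0 for the GR motif at lower sites (0 of 35), 0.252 for the NFI half-site, and 3.01, 3.35 and 2.38 for promoters over all, lower and higher sites, and the gene difference was 0. ACTGTA was at 3 of the 16 higher sites (odds ratio 2.89, adjusted p = 1 from Fisher's exact test). With the peak chosen by summit and the replicate block there were 0 and 0 calls, with 9346 lower and 9018 higher sites at an unadjusted p under 0.05.

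Among named sites, the score difference at *Fam107a*, 0.0908, was −0.0448 with equal lists, −0.347 by −log10 p and −0.0292 by summit. At *Mt1*, −0.00610, it was 0.0103 with the q-value limit, −0.565 by −log10 p, −0.203 by summit and −0.111 to 0.0872 with a library left out. The site nearest *Sept5* was 0.329 by summit. Of the other changes at named sites, 12 were weaker and 6 stronger. The number of 6-mers over-represented at higher sites, 41, was 1 to 4 with a library left out and 157 with sites that had a peak in every library of a condition and in none of the other. The depth of the libraries is not used here, which limits the comparisons to ranks.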

Differences from the paper's values

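The paper's Fig. 3f gives about 3700 sites that close and about 1100 that open in GR-KO (read by eye), against 449 ranked lower and 248 ranked higher here. None of the alternatives of the ranked comparison set before the data were examined closed the gap: they gave at most 605 lower and 358 higher sites. Sites with a peak in every library of a condition and in none of the other, a separate count set before the data were examined, numbered 1751 in GR-con and 685 in GR-KO. With a library left out these were 2802 to 3267 and 1209 to 1594, both within 1.5 times of the paper's, where fewer libraries have to meet the rule. With an overlap of 1 bp the count in GR-KO was 926, also within 1.5 times, and the count in GR-con 1834, which was not. With the peak chosen by summit, chosen after seeing the values, they were 994, within 1.5 times, and 1852, which was not. Of the alternatives chosen after seeing the values, each scaling of summit coverage gave a number of lower sites within 1.5 times of the paper's, at 3927 (background), 2935 (quantiles) and 2620 (median), but more higher sites than the paper, at 1964, 3241 and 4680. The coverage fits covered only the 99772 sites with a peak by summit in all 6 libraries. The paper's limit on the log2 fold change was not applied to them, so their counts are not on its terms. Without the variance trend the ranked comparison gave 1044 lower and 677 higher sites.

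The paper's Supplementary Table 9 lists the 13 sites matched here as changed, and none was called by rank of fold over all sites. Ranking by −log10 p, set before the data were examined, called 4 of them, at *Etnppl* (adjusted p = 0.0466 from limma, up to 0.898 over its alternatives), *Cntn1* (0.0180, up to 0.371), *Mmp14* (0.0216, up to 0.317) and *Hif3a* (0.0439, up to 0.529). The site in *Nr3c1* was called without GR-KO replicate 2 (adjusted p = 0.0318 from limma) and, chosen after seeing the values, with the peak chosen by summit (0.0240). Over all its alternatives, summit coverage included, the adjusted p was 1.7e-22 to 0.406. Each scaling of summit coverage, also chosen after seeing the values, called all 8 of the 13 sites that had a value, at *Ezr*, *Fam107a*, *Etnppl*, *Zbtb16*, *Cntn1*, *Prom1*, *Mmp14* and *Nr3c1*. The paper gives the site near *Fam107a* as lower in GR-KO, and its score difference here was 0.0908 (standard error 0.145). It was lower in GR-KO with equal lists (−0.0448) and by −log10 p (−0.347), both set before the data were examined, and with the peak chosen by summit (−0.0292), chosen after seeing the values.

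The paper states that ZBTB motifs were enriched where chromatin opens without GR. None of the 3 ZBTB consensus sequences tried here was enriched at higher sites, with 2, 1 and 0 of 248 sites. They are for ZBTB18, ZBTB12 and ZBTB33, and none was tried for ZBTB16, the repressor the paper names. They were at 0.949%, 0.500% and 0.106% of sites not called, so only a strong enrichment could have shown at 248 sites. The result covers these 3 sequences and does not test the paper's statement on ZBTB motifs as such. The paper places GR-dependent sites near genes regulated in the same direction. It tested this with BETA over all its GR-regulated genes at P21, against expressed genes that did not change. Over the 10 and 8 named genes used here the difference was 0.225 (exact permutation test, p = 0.634). It was past the threshold only for sites with a peak in every library of a condition and in none of the other, an alternative set before the data were examined. Only *Zbtb16*, *Etnppl*, *Ezr* and *Adamts9* had a site called by rank within 200 kb. With other genes, sites and method, this small test cannot contradict the paper's result.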

Other observations

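The tests with the peak chosen by summit, on solved background and coverage, of peaks that reach a site from its edge, of the motif over all tested sites and of the other sites in *Nr3c1*, and the weighing of explanations, were chosen after the results were seen. The 5 of smallest p in each direction are nearest *Sept5*, *Psmd4*, *2310034G01Rik*, *Man2b2* and *Nabp1* (lower) and *Zswim3*, *Ginm1*, *Stoml1*, *Zdhhc21* and *Phf1* (higher), and 7 of these 10 lie within 1 kb of a TSS. At 9 of the 10, a peak of all 3 libraries of the other condition reached the site but covered too little of it to count. With the peak chosen by summit 0 of the 10 were called, with adjusted p from 0.290 to 0.964 in limma and 2 with an unadjusted p under 0.05, so a change of peak boundaries is a candidate explanation for them. The strongest sites with a peak in every library of a condition and in none of the other add *Lmtk2* and *Grm4*. Over all calls, 180 of 449 lower and 76 of 248 higher sites were reached in this way. The GR motif was at 2 of the 180 lower sites that were reached and at 33 of the other 269, or 12.3%. Of the calls, 116 lower and 68 higher sites were also called by summit.

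Each comparison of the real conditions gave more sites than any other split of the 6 libraries, so that 1 of the 10 splits gave as many, which cannot be told apart from chance at the 0.05 level because 10 splits allow no share under 0.1. This held for the 697 ranked calls (87 to 190 in the others), for the 2436 sites with a peak in every library of a condition and in none of the other (854 to 1127), for sites with a peak in all 6 libraries (241 against 7 to 17), for the peak chosen by summit (302 against 0, and 369 against 0 on sites with a peak in all 6 libraries) and for summit coverage (7300, 5891 and 6176 by median, background and quantiles, against 0 to 1). Lower sites made up 64.4% of the ranked calls. Longer GR-con lists are argued against, since with lists of equal length the share was 64.5%. The scaling of libraries stays open, since among the scalings of summit coverage the share fell as low as 35.9%, so the excess of lower sites may be set by the scale.

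The GR motif at lower sites was weighed against GC content and site strength, and with a background matched on both the odds ratio was 22.2. Over all tested sites, 83.4% of the 464 with the motif had a lower score in GR-KO, against 44.1% of the others (odds ratio 6.36, Fisher's exact test, adjusted p = 7.0e-68 over 6 tests), and 6.04 within classes of GC content and mean rank. The NFI half-site TTGGCA was at 30.6% of higher sites and 20.9% of sites not called, an odds ratio of 1.68 (adjusted p = 0.0030). Against the matched background it was 1.44 (adjusted p = 0.065), which leaves GC content and strength open. By summit it was 3.12, which argues against an edge of a strong region as the whole cause, but the half-site was then also enriched at lower sites (65 of 204, odds ratio 1.79, adjusted p = 4.6e-04 from Fisher's exact test), so by summit it was not specific to higher sites. At higher sites it was 1.78 by −log10 p, 1.72 with the q-value limit, 1.52 in the wider window and 1.43 with sites that had a peak in every GR-KO library and in no GR-con library, and with any library left out it was at most 1.06. GR-dependent sites lay within 500 bp of a TSS at 10.9% against 20.2% of sites not called (odds ratio 0.485, Fisher's exact test, p = 9.0e-11), which was lost with each library left out in turn (0.934 to 1.23). It was kept with sites that had a peak in every library of a condition and in none of the other (0.284), by −log10 p (0.485), with the q-value limit (0.419), within 1 kb (0.540) and with the peak chosen by summit (0.299).

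At *Etnppl* the score by fold rank fell by 0.0610, within the spread between libraries, and the score by −log10 p fell by 1.25. The local background solved from the fold and p of each peak was 32.3 ± 7.63 (SD, n = 3) in GR-con and 5.84 ± 0.692 (SD, n = 3) in GR-KO, a ratio of 5.54, and the solved summit coverage was 380 to 637 and 89 to 115 in the 3 libraries of each. Summit coverage and local background were thus both lower in GR-KO, so the similar fold does not show an unchanged signal at this site. Reads of the peak itself may raise its local background, which would hide a loss of signal in the fold. These solved values are set side by side across libraries with no correction for depth. The lowest local background of a list was 4.28 to 4.92 over the 6 libraries, a far smaller spread than that of the solved values at *Etnppl*. This argues against a difference in that lowest background as the whole cause of the lower coverage there. In the *Zbtb16* intron the solved summit coverage was 444 ± 104 and 131 ± 34.2 (SD, n = 3 each).

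The intron site of *Nr3c1* lies 33 bp from the nearest exon, from 39428614 to 39428780. Its solved coverage was 140 ± 10.5 (SD, n = 3) in GR-con and 31.0 ± 6.24 (SD, n = 3) in GR-KO. None of the 11 other sites in the gene was called, and 1 had an unadjusted p under 0.05. Loss of DNA in the deleted segment and a change in accessibility cannot be told apart, since the bounds of the segment are not used here.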
